# Transcriptome analysis showed that tomato-rootstock enhanced salt tolerance of grafted seedlings was accompanied by multiple metabolic processes and gene differences

**DOI:** 10.3389/fpls.2023.1167145

**Published:** 2023-06-02

**Authors:** Xiaolei Wu, Ding Yuan, Xinyu Bian, Ruixiao Huo, Guiyun Lü, Binbin Gong, Jingrui Li, Sichao Liu, Hongbo Gao

**Keywords:** transcriptome, NaCl stress, grafting, Na + transportation, amino acid accumulation, plant hormone signal transduction

## Abstract

**Introduction:**

Grafting is a commonly used cultural practice to counteract salt stress and is especially important for vegetable production. However, it is not clear which metabolic processes and genes are involved in the response of tomato rootstocks to salt stress.

**Methods:**

To elucidate the regulatory mechanism through which grafting enhances salt tolerance, we first evaluated the salt damage index, electrolyte permeability and Na^+^ accumulation in tomato (*Solanum lycopersicum* L.) leaves of grafted seedlings (GSs) and nongrafted seedlings (NGSs) subjected to 175 mmol·L^− 1^ NaCl for 0-96 h, covering the front, middle and rear ranges.

**Results:**

Compared with the NGS, the GSs were more salt tolerant, and the Na^+^ content in the leaves decreased significantly. Through transcriptome sequencing data analysis of 36 samples, we found that GSs exhibited more stable gene expression patterns, with a lower number of DEGs. *WRKY* and *PosF21* transcription factors were significantly upregulated in the GSs compared to the NGSs. Moreover, the GSs presented more amino acids, a higher photosynthetic index and a higher content of growth-promoting hormones. The main differences between GSs and NGSs were in the expression levels of genes involved in the BR signaling pathway, with significant upregulation of *XTHs*. The above results show that the metabolic pathways of “photosynthetic antenna protein”, “amino acid biosynthesis” and “plant hormone signal transduction” participate in the salt tolerance response of grafted seedlings at different stages of salt stress, maintaining the stability of the photosynthetic system and increasing the contents of amino acids and growth-promoting hormones (especially BRs). In this process, the transcription factors *WRKYs, PosF21* and *XTHs* might play an important role at the molecular level.

**Discussion:**

The results of this study demonstrates that grafting on salt tolerant rootstocks can bring different metabolic processes and transcription levels changes to scion leaves, thereby the scion leaves show stronger salt tolerance. This information provides new insight into the mechanism underlying tolerance to salt stress regulation and provides useful molecular biological basis for improving plant salt resistance.

## Introduction

Soil salinization is one of the main abiotic stresses affecting plant growth and development worldwide, with an estimated 833 million hectares of land currently affected by salinity, accounting for 8.7% of the Earth’s area and 20% of irrigated land (Said et al., 2022; Zhang et al., 2022). In recent years, the protected vegetable industry has developed vigorously, but current environmental conditions and overapplication of chemical fertilizers have caused secondary soil salinization to increase daily. Investigations have shown that the total salt content of protected vegetable fields is on average 69.3% higher than that of open-field vegetable fields in China (Huang et al., 2016). Therefore, it is particularly important for protected crops to explore ways to alleviate salt stress.

Na^+^ and Cl^−^ are not essential mineral but are the main ions causing salt stress injury to plants (Ramesh et al., 2015). Soil salinity can hinder plant productivity and inhibit physiological and biochemical processes (Marschner, 1995; Shi et al., 2022), including photosynthesis and membrane integrity. Soil salinity can also lead to chlorophyll degradation, membrane lipid peroxidation, and ion balance disruption, thereby reducing membrane fluidity and selectivity (Bulgari et al., 2019; Hashem et al., 2019; Essalimi et al., 2022; Desoky et al., 2019; Sitohy et al., 2020). Therefore, improving the salt tolerance of plants has become a popular research topic in recent years. This research mainly focuses on the selection and breeding of salt-tolerant varieties, the application of exogenous substances and the use of reasonable irrigation systems. Among these methods, the screening and utilization of salt-tolerant varieties is the most effective way to improve the salt tolerance of greenhouse-grown crops. Compared with cultivated varieties, rootstock varieties are usually more salt tolerant (Penella et al., 2017), but there are few studies on the mechanism underlying the salt tolerance of and identifying salt-tolerant rootstock varieties.

Grafting, which was first applied in melon production, is a commonly used cultural practice to counteract salt stress in practical production (Tian et al., 2012). Cucumber and watermelon were used as experimental materials to improve the salt tolerance of vegetables by grafting. Grafting can enhance the salt tolerance of plants at multiple levels, including regulating the absorption and distribution of K^+^ and Na^+^ (Estan et al., 2005). After grafting, more Na^+^ is stored in the root system, and the selective absorption capacity of K^+^ strengthens (Goreta et al., 2008). Tomato (*Solanum lycopersicum* L.) is one of the most widely cultivated, moderately salt-sensitive horticultural crop species worldwide, and it can be used for the development of the vegetable industry in saline-alkali areas after variety improvement or cultivation technology innovation. Therefore, it is of great significance to explore the salt-alkali tolerance mechanism of tomato and improve the salt-alkali tolerance of tomato for the development of the vegetable industry in saline-alkali areas. Compared with that of melon rootstocks, the screening and utilization of tomato rootstocks and the production and application of grafted seedlings (GSs) occurred later, and the improvement of the salt tolerance of tomato seedlings by grafting is manifested through many physiological factors. However, there have been few reports on the research and utilization of tomato rootstock salt tolerance mechanisms in grafted tomato seedlings. Therefore, it is important to determine which metabolic processes and genes are involved in the response of tomato rootstocks to salt stress to analyze the mechanism of stress resistance of grafting.

The development of molecular biological technology, particularly transcriptome sequencing (RNA-seq) technology, makes it possible to understand the salt resistance mechanism of tomato and provides a technical means for understanding salt tolerance mechanisms at the molecular level. At present, a large number of genes induced in response to salt stress have been isolated and identified (Seo et al., 2012; Safdar et al., 2013), mainly sodium ion transport-related genes, including members of the NHX (Na^+^/H^+^ antiporter) family, and osmotic stress resistance-related genes, including the zinc finger protein-coding gene and the trehalose-6-phosphate synthase gene (Li et al., 2013; Sun et al., 2014). It is reported that multiple hormone regulatory networks during grafting involve auxin, cytokinin, abscisic acid, and gibberellic acid pathways, as well as a variety of transcription factors, which are involved in complex growth induction processes. However, there are few studies on how various hormones change and gene changes during signal transduction under salt stress(Chen et al., 2020). Moreover, it is not clear which metabolic pathway genes are differentially expressed to elicit the differences in leaf salt stress damage between GSs of salt-tolerant rootstocks and NGS.

To explore the molecular and physiological mechanism of salt tolerance induced by grafting tomato with salt-tolerant rootstock under salt stress, we investigated differences in the salt stress response and Na^+^ content of GSs and NGSs. Furthermore, the transcriptome profiles of both of these materials under salt stress were analyzed. The main enriched metabolic pathway products were determined by verifying the significantly differentially expressed genes (DEGs). The objective of this article is to clarify the main metabolic processes and differential gene expression patterns involved in the process of improving salt tolerance in tomato seedlings through grafting.

## Materials and methods

### Plant material and treatments

The salt-sensitive tomato variety Zhongza 9 and the strongly salt-tolerant tomato rootstock variety QZ-006 (selected by the research group in the early stage) were used as experimental materials and were purchased from the Vegetable and Flower Institute of the Chinese Academy of Agricultural Sciences (Beijing, CHN) and Beijing Kaixingelin Agricultural Technology Co., Ltd. (Beijing, CHN).

The experiment was conducted at the scientific research base of Hebei Agricultural University. (38° 10 ‘- 40° 00’ N, 113° 40 ‘- 116° 20’ E). When the tomato seedlings developed four leaves and one heart, the split grafting method was used to obtain GSs. We selected GSs and NGS that were uniform and displayed good growth, rinsed the roots, used Hoagland’s nutrient solution formula for hydroponic cultivation, and used an oxygen pump to supplement oxygen to maintain the normal growth of the grafted tomato seedlings for 15 days after grafting. After 3 days of precultivation, the two types of seedlings were subjected to 175 mmol·L^-1^ NaCl, which was added to Hoagland’s nutrient solution. This concentration is the concentration that has significant phenotypic differences in plants selected in previous experiments. (Wu et al., 2020).

In terms of cultivation, the temperature was maintained at 20°C, the pH value of the nutrient solution was maintained at 6.5, and samples were taken at different times after treatment to determine the growth and various physiological indexes of the seedlings. The samples were taken at 8:00 a.m. The leaves of the treated seedlings were harvested at 0 (control), 6, 12, 24, 48 and 96 h for transcriptome sequencing and obtained 12 sets of samples (Three biological replicates for each group of samples, totaling 36 samples). Then the same samples were used for physiological index determination (three biological replicates per treatment). All the samples were immediately placed in liquid nitrogen and stored at -80°C until use.

### Physiological measurements

The grading standard of the salt damage index was the same as that of *Liu* et al. (Liu et al., 2007). The electrolyte leakage rate of tomato seedling leaves was measured by a conductivity meter (Thermo Orion, MA, USA) according to the methods of *Dionisio Sese* and *Tobita* (Dionisio-Sese and Tobita, 1998). The leaves of the seedlings of every sample was added to 5 mL of HNO_3_ (65%~68%) after they were heated in a microwave digestion system for 2~3 hours. The Na^+^ content was determined by inductively coupled plasma-mass spectrometry (ICP-MS; PerkinElmer, Inc., Elan DRC-e) (Chen et al., 2010).

### RNA-seq and data analysis

Frozen leaves of 36 samples were sent to Novogene Bioinformatics Technology Co. (Beijing, China) for RNA-seq. Total RNA was isolated using an RNeasy Mini Kit (Qiagen, Germany) according to the manufacturer’s instructions and then analyzed with 1% agarose gel electrophoresis to determine the RNA integrity and the presence of DNA contaminants. qRT-PCR was used to quantify the effective concentration of the library after the insert size met expectations (the effective concentration of the library was higher than 2 nM) to ensure the quality of the library.

RNA-seq libraries were sequenced on an Illumina HiSeq X Ten platform. After filtering the adapters and low-quality sequences, the clean reads were mapped to the tomato SL 2.0 genome (https://www.ncbi.nlm.nih.gov/genome/7?genome_assembly_id=393272) using HISAT (Kim et al., 2015). DEGs were identified using the DESeq R package (version 1.10.1; http://www.bioconductor.org/packages/release/bioc/html/DESeq.html) based on |log2(fold change)| ≥1 and false discovery rate (FDR) < 0.05.

### qRT-PCR validation

We randomly selected 28 genes for qRT-PCR testing to verify the accuracy of transcriptome. The relative expression level of the candidate genes was analyzed by using the Actin-7 gene as an internal reference, the sequence of which was retrieved from GenBank (GenBank accession number X58253). Gene-specific primers (**Table S1**) were designed; the primers were synthesized by staff at Shanghai Bioengineering Company. qRT-PCR was performed according to the instructions of a Fast Super EvaGreen qPCR Master Mix Kit (US Everbright^®^, Inc.). The experimental results were analyzed by the 2^-ΔΔCT^ method, and each sample included three technical replicates.

### Determination of amino acid contents, photosynthetic indexes and hormone contents

The amino acid contents in the tomato leaves were calculated by the external standard method (Deng et al., 2014). The chlorophyll of the seedlings was extracted with acetone-ethanol (1:1) (Zhang, 1986).

The photosynthetic parameters were measured with an LI-6400 (LI-COR, USA) portable photosynthesis apparatus during sunny days from 9:00 to 11:00 a.m. The potential water use efficiency (*WUEi*) was calculated using the methods of Ashraf et al. (Ashraf, 2003). The chlorophyll fluorescence parameters were measured with a FluorCam open chlorophyll fluorescence imaging system (Czech Republic) on the 3rd leaf from the top of the plants. The chlorophyll fluorescence parameters included the initial fluorescence (*F0*), *Fm* (maximum fluorescence), *Fv/Fm* (maximum photochemical efficiency), actual quantum efficiency of photosystem II (PSII)), photosynthetic electron transfer rate (*ETR*), photochemical quenching coefficient (*qp*), and nonphotochemical quenching coefficient (*NPQ*). The following parameters were calculated (Demmig-Adams et al., 1996; Lang et al., 1996): PSII potential photochemical efficiency (*Fv*/*F0*); antenna conversion efficiency (*Fv’/Fm’*); PSII excitation energy pressure (1-*qp*); chlorophyll fluorescence decay rate (*Rfd*=*(Fm-Fs)/Fs*); and proportion of antenna heat dissipation (*D*=1-*Fv’/Fm’*).

An indirect enzyme-linked immunosorbent assay (ELISA) was used to determine auxin (IAA), gibberellin (GA), cytokinin (ZR), brassinolide (BR), abscisic acid (ABA), jasmonic acid (JA) and salicylic acid (SA) contents, and kit purchased from ThermoFisher Scientific Co., Ltd. (USA). Endogenous ethylene (ETH) was collected, fixed and determined according to the methods of *Ling* (Ling et al., 2008) using a Shimadzu 2010 gas chromatograph equipped with a hydrogen flame ion detector. ETH standard gas was purchased from Sigma Company.

### Statistical analysis

Statistical analysis was carried out by Excel2010 software and SPSS 22.0 software. Duncan’s method was used for data variance analysis and difference significance comparison (P<0.05). The data was expressed as mean ± S.E.M.

## Results

### Physiological investigation of GSs

The salt damage index of the seedlings indicated that the capacity to withstand salinity stress was significantly weaker for the NGSs than for the GSs (**Table 1**). With a salt damage index of 3.33%, NGSs showed symptoms of salt damage at 12 h, but that of the GSs was still 0. Afterwards, the salt damage index of the NGSs was always significantly higher than that of the GSs, reflected by a 40.1%-117.5% improvement from 24-96 h. The electrolyte leakage in the leaves of the NGSs was always significantly higher than that in those of controls and GSs from 12-96 h, suggesting more membrane damage during salt stress in the NGSs than in the GSs (**Table 2**). The Na^+^ content in the leaves increased significantly with prolonged salt stress time (**Table 3**). Compared with the NGSs, the GSs presented significantly lower Na^+^ accumulation, which ranged from 16.4%-35.2%. However, there was no significant difference in the sodium ion content between the two types of seedlings under the normal treatment.

**Table 1:** Salt injury index of grafted and non-grafted tomato seedlings under salt stress.

Type	Treatment	Salt injury index(%)				
		6 h	12 h	24 h	48 h	96 h
Grafted	Control	0	0	0	0	0
	NaCl	0	0	5.67±2.31b	20.33±4.62 b	43.33±2.31 b
Non-Grafted	Control	0	0	0	0	0
	NaCl	0	3.33±2.31 a	12.33±2.31a	36.67±2.31a	60.67±2.31a

**Table 2:** Leaf electrolyte leakage of grafted and non-grafted tomato seedlings under salt stress.

Type	Treatment	Electrolyte leakage(%)				
		6 h	12 h	24 h	48 h	96 h
Grafted	Control	5.33±0.42b	5.85±0.55c	5.92±0.64c	6.11±0.85c	5.24±0.62c
	NaCl	6.05±0.59ab	8.21±0.44b	10.12±1.22b	15.53±1.72b	23.41±2.31b
Non-Grafted	Control	5.24±0.47b	5.38±0.56c	6.13±0.54c	6.26±0.75c	5.87±0.57c
	NaCl	8.11±0.72a	10.43±1.22a	15.27±1.51a	22.37±2.91a	30.25±2.31a

**Table 3:** Na^+^ accumulation in leaves of grafted and non-grafted tomato seedlings under salt stress.

Type	Treatment	Na^+^ content(mg·g^-1^ DW )				
		6 h	12 h	24 h	48 h	96 h
Grafted	Control	6.63±0.25c	6.55±0.24c	6.29±0.35c	6.42±0.21c	6.22±0.22c
	NaCl	7.01±0.23b	8.12±0.30b	8.83±0.38b	9.41±0.27b	10.03±0.41b
Non- Grafted	Control	6.48±0.16c	6.42±0.22c	6.36±0.27c	6.60±0.22c	6.32±0.23c
	NaCl	8.23±0.34a	9.47±0.33a	10.37±0.32a	10.87±0.42a	13.56±0.53a

### Transcriptome analysis under salt stress

We obtained ~271 Gb (clean bases) of quality-filtered sequence data (error rate ≤ 0.03) by RNA-seq, and the alignment rate (mapping rate) ranged from 82.53% to 97.26%, with >92.25% of the bases having a quality score of Q30 or higher (**Table S2**). 

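RNA from leaves of the GSs and NGSs was sequenced at 0, 6, 12, 24, 48 and 96 h of 175 mM NaCl, with 3 biological replicates at each time point in each type of seedling, which gave 36 libraries in 12 groups. The authors filtered the reads, mapped them with HISAT and deposited values, read here as FPKM, of 32246 genes. Of these, 984 were defined from the reads themselves and carry no identifier of the public annotation, and 4878 were at 0 in every library. The text of the paper names neither the program that counted the reads nor the annotation release. It does not name the unit of the values either, which was inferred to be FPKM from their form. The FPKM values of a gene were whole multiples of the value of a single read, so the reads on each gene were recovered from them (100% of the values gave whole numbers). Between 15229640 and 26661418 reads per library lay on genes (median 22755231). In the GSs, this total was 20795796 to 25070006 (median 23333143) at 0 h, 20640147 to 24438432 (22977774) at 6 h and 19599333 to 21409929 (21379559) at 12 h. At 24, 48 and 96 h it was 21785615 to 24034427 (23228923), 19497776 to 26661418 (23363943) and 19894451 to 25678347 (21073958). In the NGSs, it was 15229640 to 18403175 (17177189) at 0 h, 21965175 to 24546976 (23274195) at 6 h and 21151546 to 24896240 (23115759) at 12 h. The NGS libraries of the later time points held 22185992 to 25143101 (24545402), 21964582 to 23274135 (22947033) and 21742923 to 26238295 (22563429) reads. The denominator of the FPKM values in each library equalled its median-of-ratios size factor times the geometric mean of the library totals, with a largest deviation of 0.00016%. The values therefore already carry a scaling between libraries, and the reads of a library made up 74.2 to 124% of its denominator. Genes with an FPKM of at least 1 in at least 3 libraries (20090 genes) were tested with limma on log2(FPKM + 1) in a single fit of the 12 groups, with 24 residual degrees of freedom. On this scale, the fold change of genes with low values is understated. Genes with a |log2 fold change| of at least 1 and a false discovery rate (FDR) under 0.05 were called DEGs, the thresholds stated by the authors. No library of unstressed seedlings was made after 0 h. At 6 and 12 h, salt thus cannot be separated from the hour of the day. The later time points are whole days after 0 h, but there too salt cannot be separated from the time that had passed.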

The percentage of reads aligned to the unique location of the tomato genome (unique mapping rate) ranged from 80.63% to 95.58%, and the percentage of reads aligned to the positive and negative chains was higher than 40.30% (**Table S3**). 

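The R2 between replicates of the same group was 0.925 to 0.984 over the 36 pairs of replicates when computed on log2(FPKM + 1) over all 32246 genes. The group with the lowest mean was the NGSs at 12 h (0.931, 3 pairs), and the group with the highest was the GSs at 48 h (0.973, 3 pairs). Over the 20090 genes tested alone, the lowest value was 0.857, and on the untransformed FPKM values it was 0.527. Pairs of libraries from different groups reached 0.979, and the lowest value of any pair was 0.754. The median SD of a gene between replicates ranged from 0.176 in the GSs at 48 h to 0.281 in the NGSs at 12 h on the log2 scale (n = 3). The first and second principal components held 33.4% and 19.5% of the variance, and the 12 libraries of 6 and 12 h lay beyond each of the other 24 libraries on the first.

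**Figure D1:**
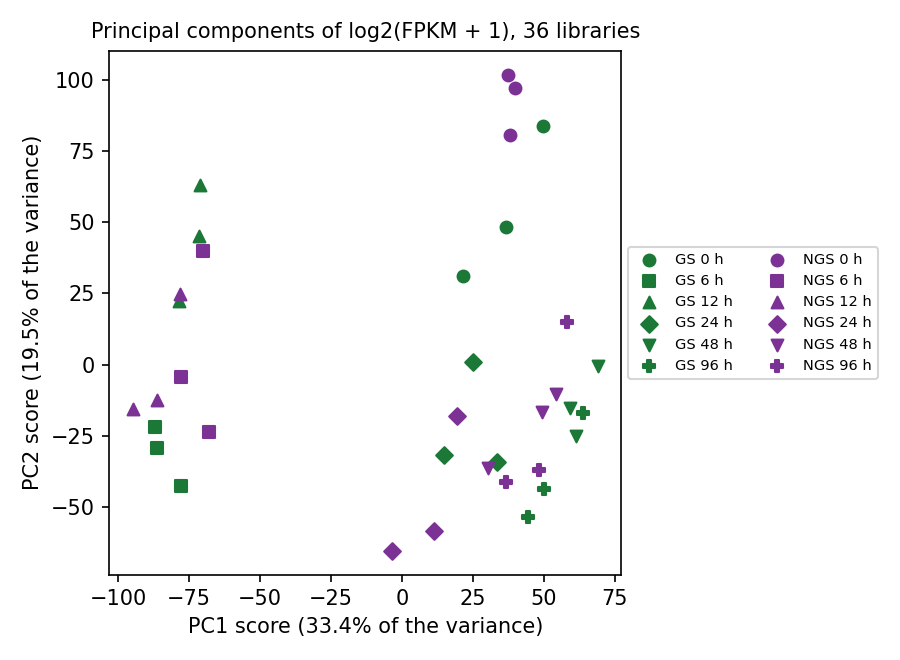
Principal components of the 36 libraries on log2(FPKM + 1) over the 20090 genes tested. Each point is a library (n = 3 per time point and type of seedling). The first component holds 33.4% and the second 19.5% of the variance.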

As shown in **Figure S1**, a strong correlation (R^2^>0.92) was observed across all the treatments, which indicated that the biological replicates were reliable in this study. In total, 6578/6300, 5141/7176, 2441/7057, 3688/6438 and 4040/5054 genes were differentially regulated at 6, 12, 24, 48, and 96 h, respectively, compared with the control (0 h) (**Figure 1A**). 

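With the fit to the deposited FPKM values, the GSs had 4673 DEGs at 6 h (2067 upregulated and 2606 downregulated), 3286 at 12 h (1546 and 1740), 1455 at 24 h (439 and 1016), 2333 at 48 h (1430 and 903) and 2727 at 96 h (1843 and 884), each against 0 h (n = 3 and 3). In the NGSs, there were 5037 at 6 h (1976 and 3061), 5411 at 12 h (2016 and 3395), 5254 at 24 h (1968 and 3286), 4649 at 48 h (1963 and 2686) and 3761 at 96 h (1859 and 1902). Without the FDR, 5112, 3806, 2157, 2834 and 3206 genes in the GSs and 5411, 5795, 5603, 5050 and 4250 genes in the NGSs passed the fold change threshold. The median |log2 fold change| of the DEGs was 1.47 to 1.62 in the GSs and 1.47 to 1.61 in the NGSs. With the replicate numbers of the GSs at 0 and 6 h as a replicate block (mean correlation of libraries with the same number 0.102), the count at 6 h was 4698. The largest change in genes came with the FDR alone, to 10502 DEGs in the NGSs at 24 h, and the largest relative change with a fit of only the libraries compared, to 381 in the GSs at 24 h.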

Venn diagram analysis indicated that many salt-responsive genes were detected at different times under salt stress, which may account for the differences in salt tolerance between the GSs and NGSs (**Figure 1B**). 

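The DEGs common to the GSs and NGSs numbered 2869 at 6 h, 2285 at 12 h, 1209 at 24 h, 1334 at 48 h and 1727 at 96 h, of which 2859, 2272, 1201, 1315 and 1724 changed in the same direction in both. A further 1804, 1001, 246, 999 and 1000 genes passed the thresholds in the GSs alone, and 2168, 3126, 4045, 3315 and 2034 in the NGSs alone. Passing in the NGSs alone does not show a difference from the GSs, and 87.6%, 84.2%, 90.7%, 83.5% and 92.8% of these genes had a fold change of the same sign in the GSs. When the difference between the responses was itself tested, it passed the thresholds for 422, 741, 749, 760 and 36 of the genes called in the NGSs alone. At 24 h, the number in common was 286 when only the libraries compared were fitted and 2624 with the FDR alone.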

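The thresholds were passed at all 5 time points by 157 genes in the GSs and by 1158 in the NGSs, and 74 genes passed in all 10 comparisons. Of the 74, 34 were upregulated and 38 downregulated throughout, and 2 changed direction. The number in both was 188 with the FDR alone and 28 when only the libraries compared were fitted.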

Notably, 154 DEGs were detected at all salt stress time points, which we called ‘core DEGs’. 

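In the GSs, 59.4% of the DEGs at 6 h and 59.0% of those at 12 h were not called at 24, 48 or 96 h. The shares in the NGSs were 29.8% and 29.5%. Fewer genes were called at these later time points in the GSs (1455 to 2727) than in the NGSs (3761 to 5254). A larger share not called again in the GSs is therefore partly built in and does not by itself show a more transient response.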

More DEGs were observed at early stress time points, such as 6 and 12 h (**Figure 1C**).

**Figure 1:**
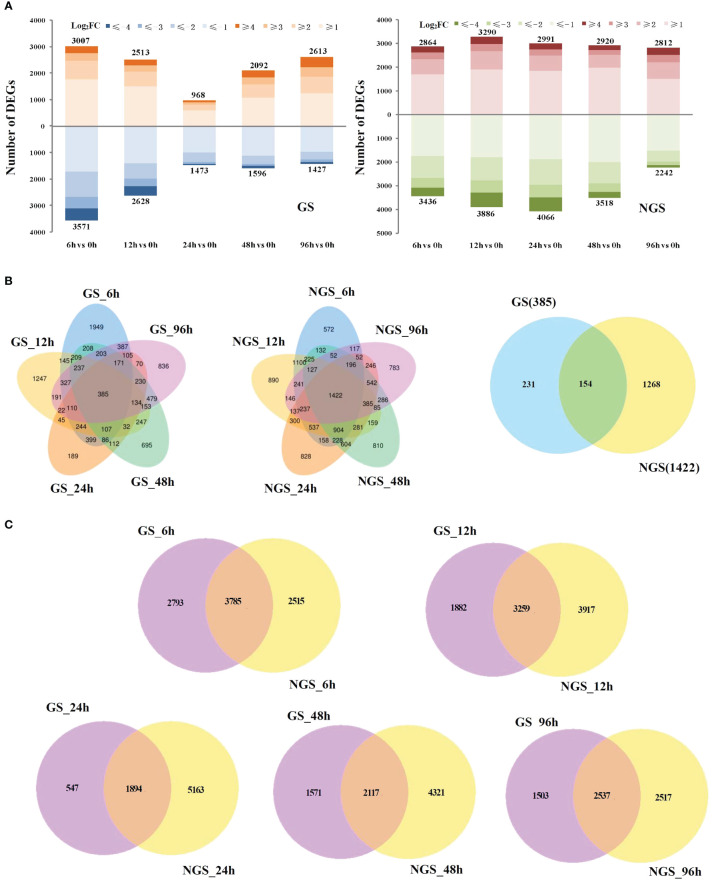
Differentially expressed genes (DEGs) in GS and NGS in response to salt stress. Numbers of DEGs in GS and NGS at different salt stress time points **(A)**. Venn diagrams of DEGs among different salt stress time points in GS and NGS **(B)** and between both genotypes at 6, 12, 24, 48 and 96h **(C)**, respectively.

Several stress-related GO terms were commonly found, such as ‘response to abiotic stimulus’, ‘response to auxin’, ‘response to endogenous stimulus’ and ‘response to hormone’ (**Figure 2A, B**). Gene Ontology (GO) enrichment analysis of the GSs revealed several terms related to amino acid biosynthesis and metabolic processes. There were significant differences in DEG-enriched pathways between the GSs and NGSs at different time points (**Figure S2**). At the initial time of salt stress, the GO terms were enriched in ‘photosynthesis’ at 6 and 12 h. 

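A set of 24 genes of the light-harvesting antenna, which the paper lists in full, changed as follows at 6 h. In the GSs, the median log2 fold change from 0 h was -1.59 (range -5.53 to 1.26, n = 3 and 3), and 16 of the 24 genes were DEGs, 1 upregulated and 15 downregulated. The NGSs had a median of 0.77 (range -3.15 to 2.85), with 4 upregulated and 2 downregulated DEGs. Adjusted over the 24 genes alone, 17 genes in the GSs and 3 in the NGSs passed.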

Taken together, these results suggested that the initial stage of the response to salt stress mainly involves several important genes associated with photosynthesis.

**Figure 2:**
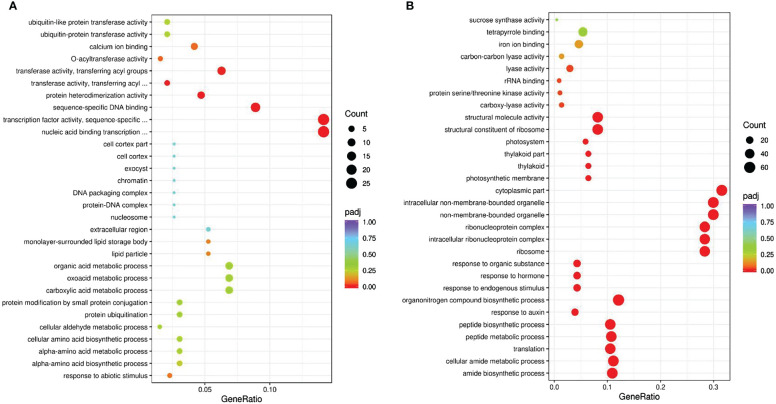
GO enrichment analysis of DEGs in leaves. GS vs GC **(A)** and NGS vs NGC **(B)**.

We conducted a Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis based on the DEGs detected in the GS vs. GC and NGS vs. NGC comparison groups (**Figures 3A, B**). The most significantly enriched pathways of the GSs included ‘MAPK signaling’; ‘plant hormone signal transduction’; ‘alanine, aspartate and glutamate ‘metabolism’; and ‘plant-pathogen interaction’, all of which mainly involve signal transduction and amino acid metabolism. KEGG enrichment analysis of the NGSs also revealed a focus on photosynthesis, in addition to signal transduction and amino acid metabolism. To determine which pathway genes are responsible for the differences in salt tolerance between the two types of seedlings at different stages of salt stress, we analyzed the KEGG pathways at each time point. The significantly enriched pathways at each time point were evaluated. Under salt stress, most of these pathway genes were downregulated at each time point. 

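Compared directly at the same time point (n = 3 and 3), the GSs and NGSs differed in 883 DEGs at 6 h (399 higher and 484 lower in the GSs), 9 at 12 h (8 and 1), 5 at 24 h (2 and 3), 10 at 48 h (10 and 0) and 2 at 96 h (2 and 0). An unadjusted p under 0.05 was found for 4834, 3452, 2421, 2297 and 907 genes. With the replicate numbers as a replicate block, the count was 1047 at 6 h (mean correlation of libraries with the same number 0.321) and 1 at 12 h (0.198). A fit of only the libraries compared moved the count at 6 h to 0, with 4450 genes at an unadjusted p under 0.05.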

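Among 53 genes of amino acid metabolism listed by the paper, 8 were DEGs between the GSs and NGSs at 6 h, 1 higher and 7 lower in the GSs. The log2 difference ranged from -2.78 to 1.41, and 9 genes passed when p was adjusted over the 53 alone. At 12 h, none of the 53 passed over all genes tested and 9 passed over the list alone (range -1.54 to 1.82). The 24 antenna genes were all lower in the GSs at 6 h, by a median of -1.92 (range -5.22 to -1.04), with 19 DEGs over all genes and 23 over the list. The paper came to both lists through results of these same libraries, so these counts do not rest on an independent choice of genes.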

The DEGs upregulated at 6 h and 12 h were significantly enriched in ‘circadian rhythm - plant’, while the DEGs downregulated at 6 h were enriched in ‘carbon metabolism’, ‘biosynthesis of amino acids’, and ‘carbon fixation in photosynthetic organisms’, where the DEGs enriched in ‘ribosome’ and ‘photosynthesis - antenna proteins’ at 12 h were downregulated (**Figures 4A, B**). The genes differentially expressed at 24 h were enriched in ‘photosynthesis - antenna proteins’, ‘photosynthesis’, ‘porphyrin and chlorophyll metabolism’, etc., all of which are related to photosynthesis and were downregulated (**Figure 4C**). 

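Between the GSs and NGSs at 24 h, each of the 24 antenna genes was higher in the GSs (median log2 difference 0.69, range 0.15 to 1.54, n = 3 and 3). None was a DEG, over all genes tested or over the list, and the adjusted p = 0.232 of the set (rotation test fry, 12 set tests).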

At 48 h, DEGs enriched in ‘ribosome’ and ‘DNA replication’ pathways were downregulated, and those enriched in the ‘MAPK signaling pathway-plant’ were upregulated (**Figure 4D**). At 96 h, there were three pathways whose enriched DEGs were upregulated: ‘plant-pathogen interaction’, ‘phenylalanine metabolism’ and ‘MAPK signaling pathway-plant’, while those enriched in ‘plant hormone signal transduction’ were downregulated (**Figure 4E**).

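Of 84 tested genes of hormone signaling, 47 were higher and 37 lower in the GSs than in the NGSs at 96 h, with log2 differences of -1.15 to 1.19 (n = 3 and 3). None was a DEG over all genes tested, and 1 passed when p was adjusted over the list alone.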

**Figure 3:**
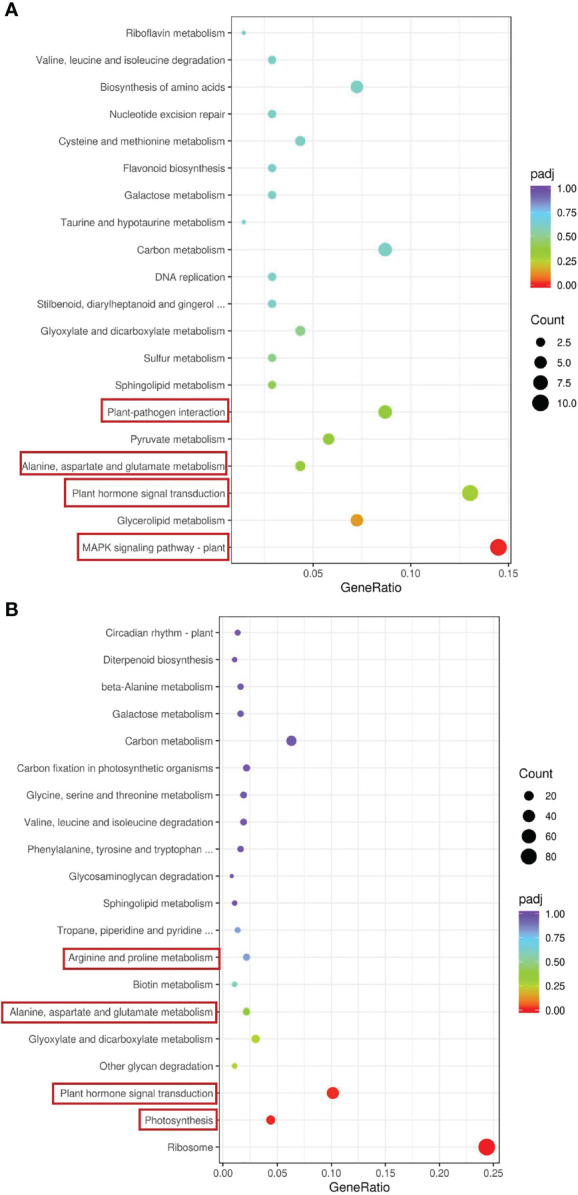
KEGG enrichment analysis of DEGs in leaves. GS vs GC **(A)** and NGS vs NGC **(B)**.The red border indicates that this article focuses on metabolic pathways.

**Figure 4:**
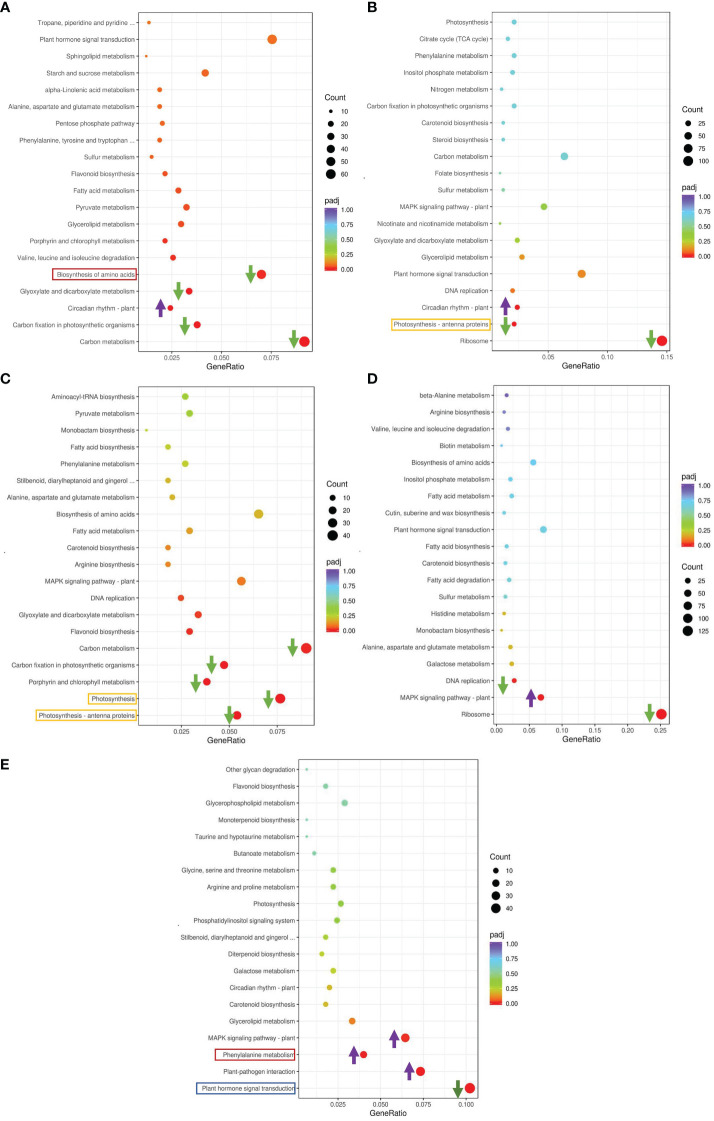
KEGG enrichment analysis of DEGs in leaves. GS_6h vs NGS_6h **(A)**, GS_12h vs NGS_12h **(B)**, GS_24h vs NGS_24h **(C)**, GS_48h vs NGS_48h **(D)**, GS_96h vs NGS_96h **(E)**.

To assess the reliability of the RNA-seq data, qPCR was used to analyze the expression patterns of 31 randomly selected genes (**Figures 5A**, **6A**). 

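In the RNA-seq data, the 17 genes measured in the GSs had log2 fold changes of -3.01 to 5.52 from 0 h, and 14, 11, 9, 16 and 15 of them were DEGs at 6, 12, 24, 48 and 96 h. The 14 genes measured in the NGSs ranged from -3.69 to 4.99, with 13, 13, 13, 12 and 11 DEGs. Over these lists alone, 15, 12, 13, 16 and 17 genes in the GSs and 13, 14, 13, 13 and 12 in the NGSs passed.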

The correlation coefficients (R^2 = ^0.9267, R^2 = ^0.9072) implied that the RNA-seq data were reliable (**Figures 5B**, **6B**). 

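All 154 genes of this list were among the genes tested here. Of these, 126, 120, 103, 142 and 141 were DEGs at 6, 12, 24, 48 and 96 h in the GSs, and 134, 137, 136, 133 and 141 in the NGSs. With p adjusted over the list alone, 134, 134, 130, 149 and 149 genes in the GSs and 139, 146, 142, 140 and 147 in the NGSs passed. As the list holds the authors' own calls from the same libraries, the counts over the list say nothing about their stability. The thresholds were passed at every time point by 73 genes of the list in the GSs and 108 in the NGSs, and by 67 in both. A gene of the list passed in a median of 9 of the 10 comparisons, 98 genes passed in at least 9, and 148 in at least 5.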

The temporal and spatial expression patterns of 154 core DEGs are presented in a heatmap (**Figure 7**). There were 4 transcription factor-encoding genes among the 154 core genes coenriched within the two types of seedlings under salt stress in our study, including *WRKY* (LOC101255501, LOC101247012, LOC543855) transcription factors and the basic leucine zipper type (*bZIP*) transcription factor *PosF21* (LOC101250636). Moreover, in terms of expression level, these four genes in the GSs exhibited increased expression most of the time after salt stress, suggesting that they play important roles in transcriptional regulation that contributes to the salt tolerance of tomato. 

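The log2 fold change of the 4 genes from 0 h in the GSs was 1.00 to 2.02 at 6 h, 1.23 to 1.86 at 12 h, 1.01 to 1.56 at 24 h, 2.25 to 2.72 at 48 h and 2.37 to 3.26 at 96 h (n = 3 and 3). LOC101255501 and LOC543855 passed the thresholds at 6 h, LOC101255501 and LOC101250636 at 12 h, none at 24 h, and all 4 at 48 and 96 h. In the NGSs, the ranges were 1.08 to 2.03, 1.28 to 2.39, 0.85 to 2.20, 1.26 to 1.77 and 1.90 to 2.61. LOC101255501 was called at all 5 time points in the NGSs, LOC101247012 from 24 h, LOC101250636 at 12, 48 and 96 h and LOC543855 at 12 h. LOC101255501 rose from 26.5 ± 14.8 FPKM at 0 h to 242 ± 35.7 at 96 h in the GSs, and from 20.3 ± 3.76 to 131 ± 31.9 in the NGSs (mean ± SD, n = 3). With a replicate block, the adjusted p = 0.0614 for LOC543855 in the GSs at 6 h, against an adjusted p = 0.0479 without it (mean correlation of libraries with the same number 0.102). With 1 of the 6 libraries left out, LOC543855 lost its call in the GSs in 5 of 6 fits at 6 h and in 6 of 6 at 48 h (adjusted p between 0.0539 and 0.142 at 48 h), and LOC101255501 and LOC101250636 lost theirs at 12 h in 4 of 6 fits each (LOC101255501 at 6 h in 1 of 6). In the NGSs, calls were lost for LOC101250636 in 1 of 6 fits at 12 h and 4 at 48 h, for LOC101247012 in 3 at 24 h and 3 at 48 h, for LOC101255501 in 3 at 12 h and 2 at 48 h, and for LOC543855 in 2 at 12 h. Of 6 other alternatives, 3 also left LOC543855 uncalled at 48 h. With voom on the recovered reads, it was uncalled at 96 h too (adjusted p = 0.0537). Calls gained in the GSs at 24 h were LOC101255501 with library totals as the scale (adjusted p = 0.0361) and LOC101250636 with only the libraries compared (adjusted p = 0.0433). In the NGSs, LOC543855 passed at 24 and 96 h with only the libraries compared (adjusted p = 0.0475 and 0.00188). None of the 4 genes was a DEG between the GSs and NGSs at any time point, and none had a different response (lowest adjusted p = 0.316, LOC101250636 at 48 h).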

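The fold change had the same sign in all 10 comparisons for 150 of the 154 genes, 97 upregulated and 53 downregulated. Between the GSs and NGSs at the same time point, 22 of the 154 were DEGs at 6 h, 1 at 12 h and 0 from 24 h on (over the list 22, 2, 2, 9 and 0 from 6 to 96 h). At 6, 12 and 24 h, 63, 66 and 60 of the 154 were higher in the GSs and 91, 88 and 94 lower (median log2 differences -0.21, -0.10 and -0.12). At 48 h, 123 were higher and 31 lower (0.50, range -0.90 to 2.42), and at 96 h 104 were higher and 50 lower (0.26).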

Other DEGs exhibited similar expression patterns, indicating that these genes were commonly induced in this species in response to salinity stress.

**Figure 5:**
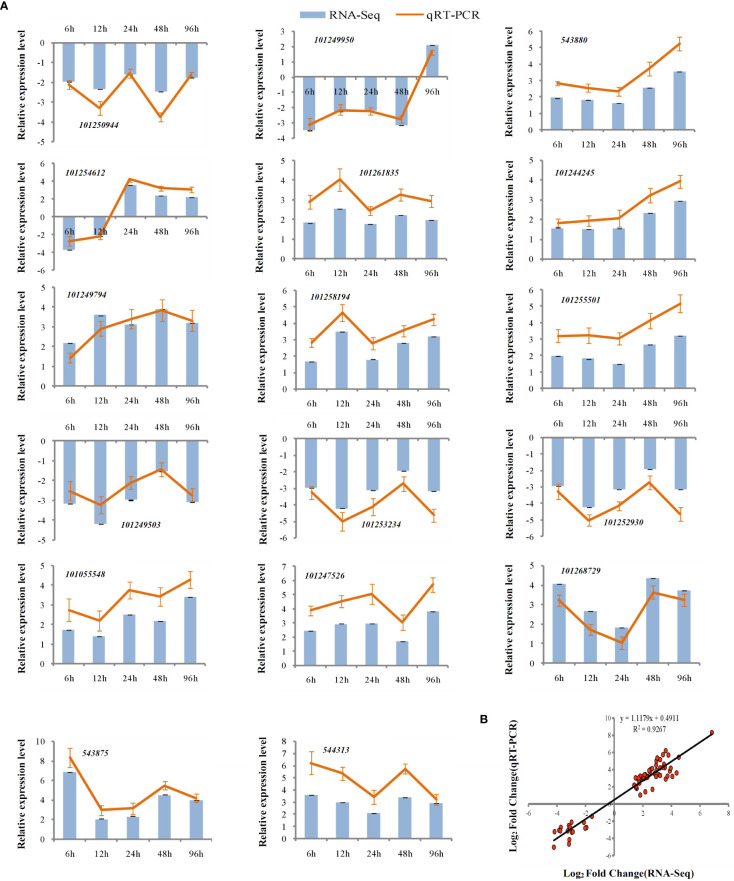
qRT-PCR validation of expression profiles obtained by RNA-seq in GS under salt stress. qRT-PCR analysis of 17 selected genes. The Y-axis represents the relative expression levels, the X-axis shows the time of 175 mM NaCl treatment in GS **(A)**. The correlation of log_2_ Fold Change obtained by qRT-PCR (Y-axis) and RNA-seq (X-axis) in GS **(B)**.

**Figure 6:**
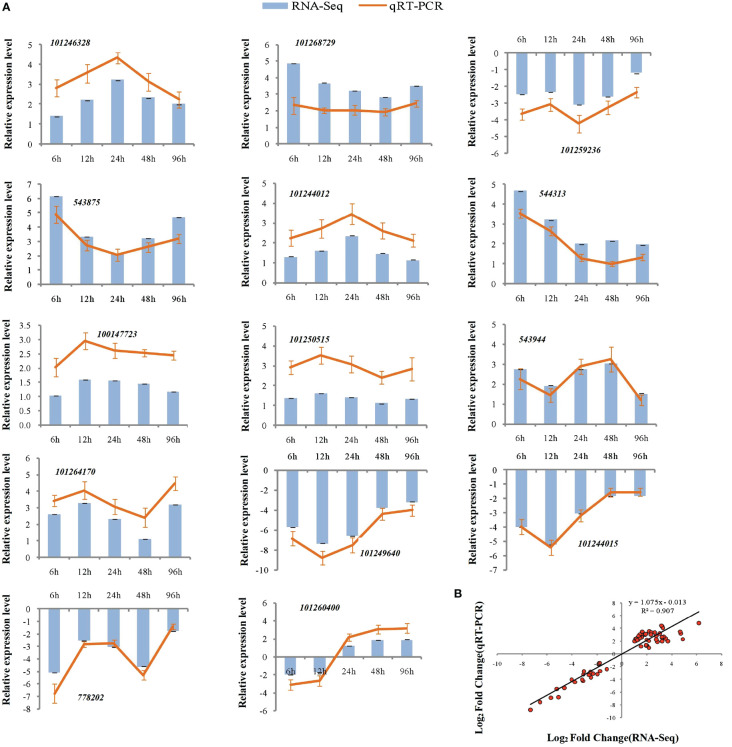
qRT-PCR validation of expression profiles obtained by RNA-seq in NGS under salt stress. qRT-PCR analysis of 14 selected genes. The Y-axis represents the relative expression levels, the X-axis shows the time of 175 mM NaCl treatment in NGS **(A)**. The correlation of log2 Fold Change obtained by qRT-PCR (Y-axis) and RNA-seq (X-axis) in NGS **(B)**.

**Figure 7:**
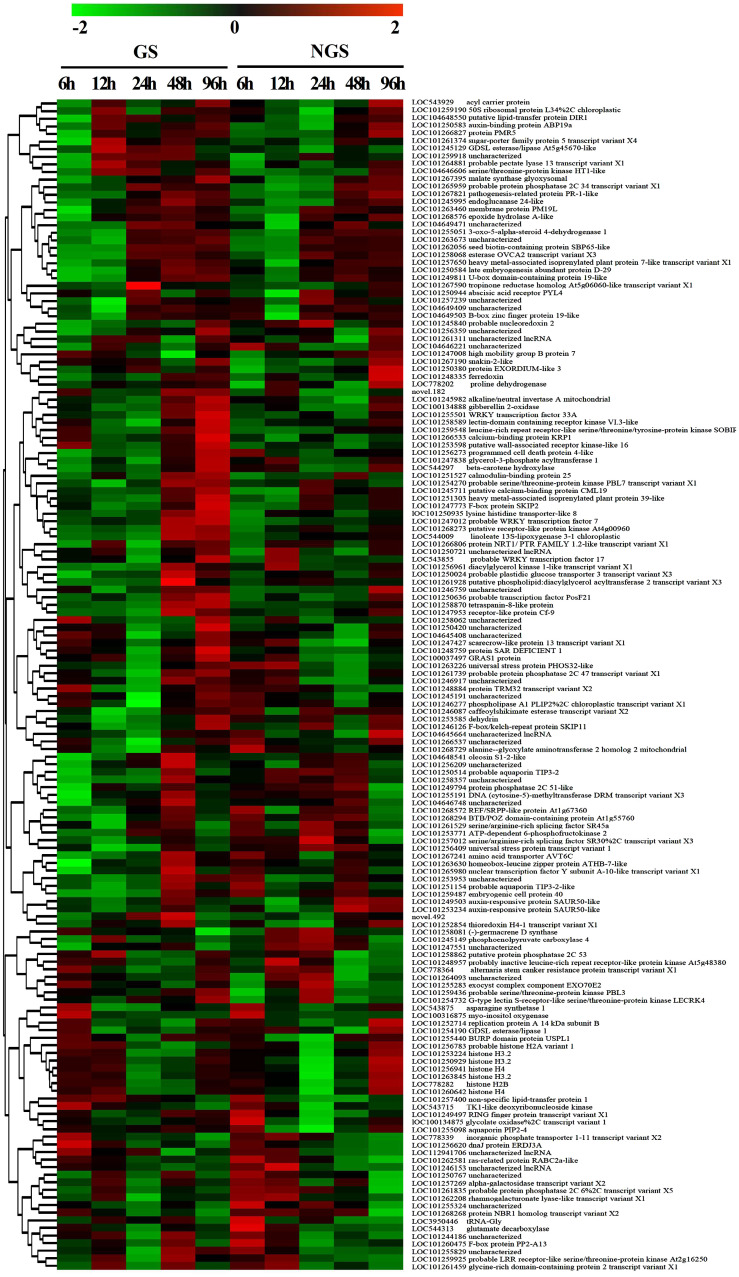
Heatmap of analysis of 154 core DEGs in GS and NGS at different salt stress time points. X-axis, samples; Y-axis, differentially expressed gene names with annotations.

### Amino acid contents and related gene expression levels

On the basis of the results of the KEGG pathway enrichment analysis, which revealed enrichment of amino acid-related pathways at 6 h and 96 h, we carried out a detailed analysis of amino acid metabolism pathway genes. **Figure 8** shows the amino acid biosynthesis pathways and the general pattern of the relative changes in related metabolites in the GS and NGS genotypes under salt stress conditions. The content of most free amino acids considered osmotic regulatory substances significantly increased in both genotypes, implying that the accumulation of free amino acids is crucial in the response to salt stress. Obviously, the accumulation rate of many free amino acids and related compounds (including alanine, asparagine, glutamate, glycine, leucine, lysine, methionine, phenylalanine, proline, γ-aminobutyrate (GABA), serine, threonine, tyrosine, and valine) was higher in the GSs than in the NGSs, which may be a positive feature for withstanding salinity stress by the GS genotype. The change in most free amino acids was detected mainly from 6-24 h, but the contents of proline and GABA, which are major stress-related amino acids, changed markedly from 48-96 h.

**Figure 8:**
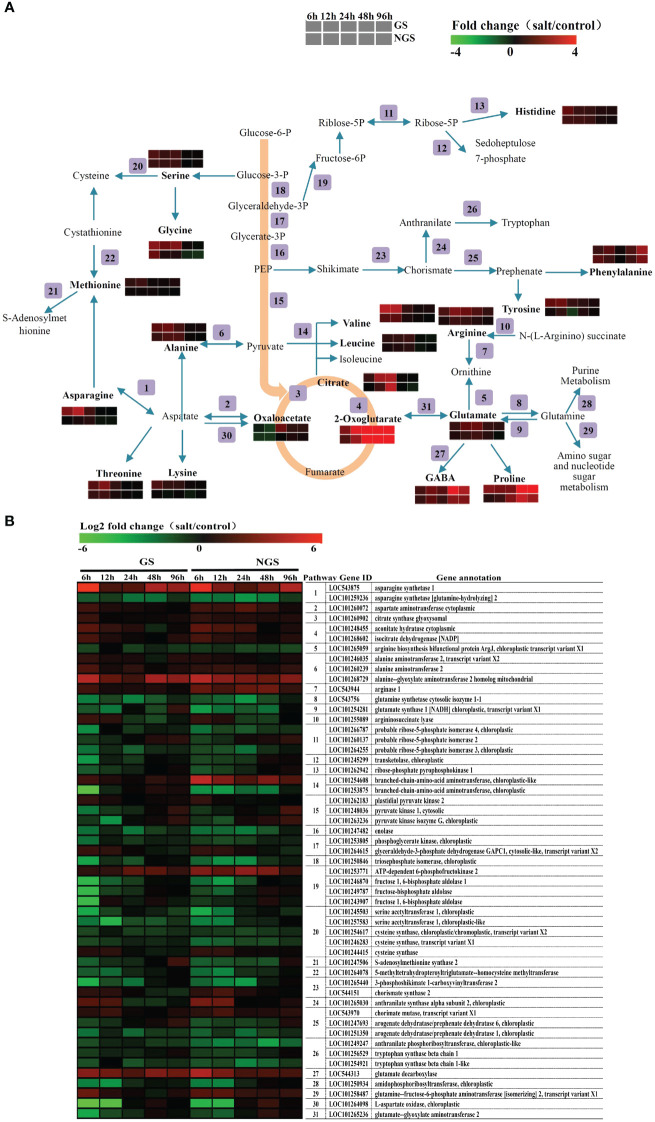
Adaptive changes in amino acid metabolism in GS and NGS during salinity stress. Amino acid metabolic pathways and the general pattern of metabolites changes associated with the pathways in GS and NGS at 6 h to 96 h after salinity stress **(A)**. Expression changes of the genes involved in metabolic pathways in GS and NGS at different salt stress time points. The pathway ID column indicates the gene product in relation to metabolic pathway **(B)**.

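The 53 genes of the figure that were tested included 52, 22, 15, 10 and 12 DEGs in the GSs at 6, 12, 24, 48 and 96 h and 49, 43, 29, 22 and 14 in the NGSs. With p adjusted over the list alone, these counts were 53, 23, 17, 10 and 13 in the GSs and 50, 44, 29, 22 and 14 in the NGSs. The paper turned to these pathways after they were enriched among DEGs of the same libraries at 6 and 96 h. The counts, with their peak at 6 h, therefore do not rest on an independent choice of genes.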

The expression of genes related to the amino acid metabolism pathway also changed significantly, as shown in **Figure 8B**. Most of the genes involved in the biosynthesis of these amino acids and related compounds, such as asparagine, aspartate, alanine, arginase and GABA, were upregulated in both genotypes under salt stress. 

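Upregulated DEGs among the 53 genes numbered 20, 9, 3, 4 and 8 in the GSs and 18, 15, 7, 8 and 8 in the NGSs from 6 to 96 h. The largest log2 fold change was 5.52 in the GSs and 4.99 in the NGSs, both at 6 h (n = 3 and 3).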

At the same time, there was also a trend towards downregulation of several genes that encode related enzymes, such as those involved in the arginine, glutamate, and cysteine pathways, but most of these genes did not encode synthetases. 

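Downregulated DEGs numbered 32, 13, 12, 6 and 4 in the GSs and 31, 28, 22, 14 and 6 in the NGSs, down to a log2 fold change of -4.87 in the GSs and -3.71 in the NGSs. With the total reads of each library as the scale, the GSs at 12 h had 12 upregulated and 10 downregulated DEGs of the 53.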

Several genes, such as those encoding the arginine biosynthesis bifunctional protein *ArgJ* (LOC101265059), glutamate synthase 1 (NADH; chloroplastic; LOC101254281), and S-adenosylmethionine synthase 2 (LOC101247506), showed higher expression changes in the GSs than in the NGSs at 12 h to 48 h after salt stress. In addition to those involving amino acids, genes and products related to organic acid metabolism, especially that of citrate and 2-oxoglutarate, were also significantly upregulated. Moreover, the expression of the gene encoding glutamate decarboxylase (LOC544313), which is involved in the GABA biosynthesis pathway, was upregulated markedly, explaining the rise in GABA levels. 

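In the GSs, LOC101265059 changed by 0.13, -1.17 and -0.56 log2 units from 0 h at 12, 24 and 48 h, and in the NGSs by -0.92, -1.41 and -1.30 (n = 3 and 3). LOC101254281 decreased in both, with -2.33, -0.24 and -1.40 in the GSs against -2.22, -1.70 and -2.13 in the NGSs. For LOC101247506, the changes were -0.89, -0.82 and -0.03 in the GSs and -1.80, -1.62 and -1.80 in the NGSs, with 130 ± 32.3 and 75.1 ± 31.6 FPKM at 48 h (mean ± SD, n = 3). In the fit of all 36 libraries, the difference between the responses passed the thresholds for none of the 3 genes at these time points. It came closest for LOC101247506 at 48 h (1.77 log2 units, adjusted p = 0.0589) and LOC101254281 at 24 h (1.46, adjusted p = 0.0913). For LOC101247506 at 48 h, it passed when only the libraries compared were fitted (adjusted p = 0.0476) and in 2 of 12 fits with a library left out.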

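LOC544313 passed the thresholds at every time point, with log2 fold changes of 3.36, 2.72, 1.93, 3.17 and 2.70 in the GSs and 4.43, 2.70, 1.85, 1.94 and 1.80 in the NGSs from 6 to 96 h. At 6 h, it rose from 5.53 ± 1.12 to 67.2 ± 18.8 FPKM in the GSs and from 8.06 ± 1.28 to 199 ± 66.3 FPKM in the NGSs (mean ± SD, n = 3). The replicate block left an adjusted p = 3.42e-07 in the GSs at 6 h (8.24e-08 without it, mean correlation of libraries with the same number 0.102). It was lower in the GSs than in the NGSs at 6 h (log2 difference -1.55, adjusted p = 0.0151), and no difference in its response passed the thresholds.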

Overall, the integration of the two omics datasets showed that amino acid metabolism strongly promoted the salt tolerance of tomato, especially in the GS genotype.

### Photosynthesis and related gene expression levels during salinity stress

Considering that photosynthesis has been shown to play vital roles in the abiotic stress response in the initial stage and middle stage of salt stress, we focused on 24 DEGs enriched in the ‘photosynthesis - antenna proteins’ pathway (**Figure 9A**). In general, the expression of the genes encoding antenna pigment proteins showed a general downwards trend after salt stress. 

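From 0 h to 12 h, the median log2 fold change of the 24 genes was -1.25 in the GSs (range -5.70 to 1.87, 22 lower, adjusted p = 0.0204 for the set) and -3.37 in the NGSs (range -7.60 to 0.35, 23 lower, adjusted p = 1.33e-05). At this time point, 13 of the 24 were DEGs in the GSs, 1 upregulated and 12 downregulated, and 22 in the NGSs, all downregulated. The list-adjusted counts were 13 and 22. The paper picked the 24 genes as DEGs from these same libraries. The p-values of the set and over the list therefore do not rest on an independent choice of genes. At 48 h, the median was 0.08 in the GSs with 0 DEGs and -0.75 in the NGSs with 3 DEGs. At 96 h, it was -0.49 with 1 DEG and -0.56 with 4 DEGs. Members of this family can be close copies of each other, and the counting of shared reads, which the text of the paper does not describe, could have split reads between them. When only the libraries compared were fitted, the adjusted p = 0.0728 for the set in the GSs at 12 h.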

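Between the GSs and NGSs at 12 h, all 24 antenna genes were higher in the GSs, by a median of 1.68 log2 units (range 0.92 to 2.43, n = 3 and 3, adjusted p = 0.00890 for the set). The replicate block gave an adjusted p = 0.0102 (mean correlation of libraries with the same number 0.198). No single gene was a DEG over all genes tested, and 21 of the 24 passed over the list alone. The median of the 24 genes in a library was 7.77 ± 0.37 in the GSs and 6.16 ± 0.30 in the NGSs at 12 h (mean ± SD of log2(FPKM + 1), n = 3), and the lowest GS library (7.54) lay above the highest NGS library (6.48). At 6 h, it was 8.13 ± 0.35 in the GSs and 10.24 ± 0.88 in the NGSs. The difference between the responses from 0 h had a median of 1.77 at 12 h (24 of 24 higher in the GSs, adjusted p = 0.0416) and 0.82 at 24 h (23 of 24, adjusted p = 0.327).

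**Figure D2:**
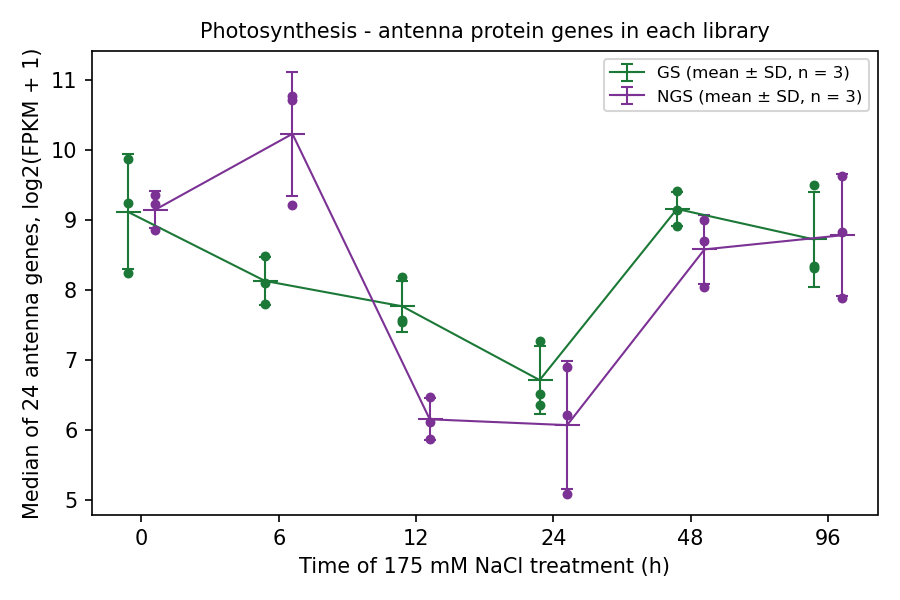
Median log2(FPKM + 1) of the 24 antenna genes in each library of the GSs and NGSs against the time of 175 mM NaCl. Points are libraries, and bars are the mean ± SD (n = 3).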

Notably, the gene expression in the GS genotype was higher than that in the NGS genotype, especially at 12 h, which may be a positive feature for withstanding salinity stress in the GS genotype. LHCI is the major light-trapping pigment protein of photosystem I (PSI). 

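At 12 h, LOC101253380 had 156 ± 51.5 FPKM in the GSs and 46.7 ± 18.8 in the NGSs (mean ± SD, n = 3, log2 difference 1.74, adjusted p = 0.208). With a replicate block, the adjusted p = 0.121 for this gene (mean correlation of libraries with the same number 0.198). LOC544310 differed by 1.42 log2 units (adjusted p = 0.155, with the block 0.0842), and had increased from 0 h in the GSs by 1.87 (adjusted p = 0.00439).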

The expression levels of the genes encoding chlorophyll a-b binding protein 6A (LOC101253380) and the chlorophyll a/b binding protein precursor (LOC544310) in the GSs were significantly higher than those in the NGSs at 12 h. *Lhcb1* is one of the genes encoding chlorophyll a/b binding protein in PSII. The gene encoding chlorophyll a/b binding protein 3A (LOC101267774) showed an increase in expression in the GSs at 12 h. 

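LOC101267774 had 860 ± 295 FPKM at 0 h and 1340.3 ± 547 at 12 h in the GSs (mean ± SD, n = 3, log2 fold change 0.62, adjusted p = 0.235). Against the NGSs at 12 h, it was higher by 1.72 log2 units (adjusted p = 0.0807, with a replicate block 0.0651, mean correlation of libraries with the same number 0.198). With a library left out, this difference passed the thresholds in 2 of 6 fits (adjusted p between 0.0280 and 0.617 over the fits).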

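From 0 h to 24 h, the 24 antenna genes changed by a median of -2.02 log2 units in the GSs (range -5.81 to -1.27, adjusted p = 0.000493 for the set) and -3.07 in the NGSs (range -8.03 to -1.30, adjusted p = 1.33e-05, n = 3 and 3). The library medians were 6.72 ± 0.49 in the GSs and 6.07 ± 0.91 in the NGSs (n = 3). Each gene was a DEG in both, over all genes tested and over the list.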

At 24 h of stress, all photosynthetic antenna pigment protein pathway-related genes were significantly downregulated in both the GSs and the NGSs.

**Figure 9:**
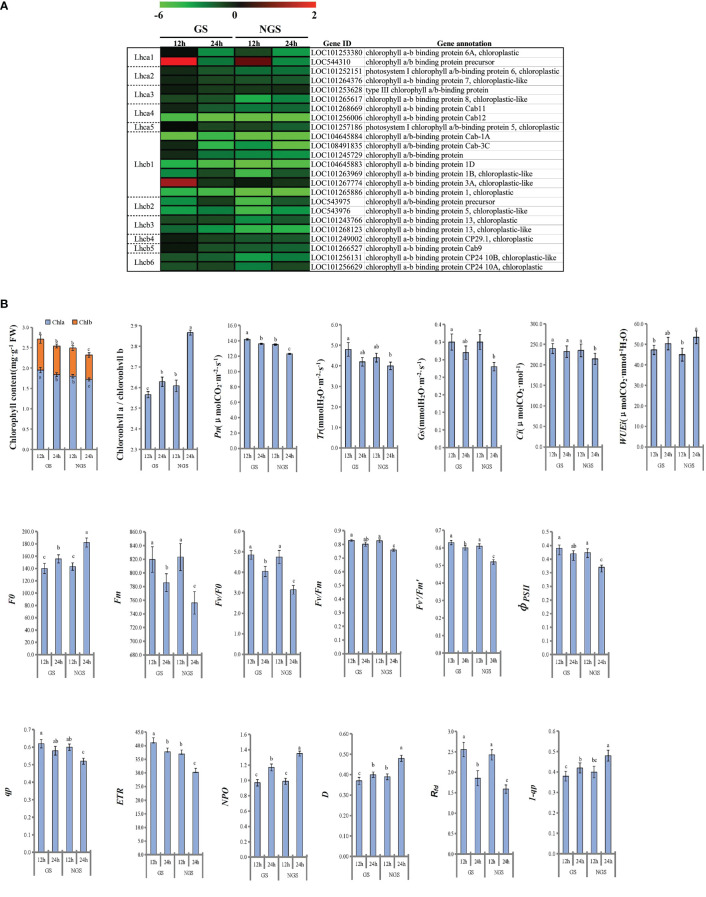
Photosynthetic antenna protein related genes of leaves at 12 h and 24 h after salinity stress **(A)**. Photosynthesis and fluorescence related parameters of leaves at 12 h and 24 h after salinity stress **(B)**.

We calculated the related photosynthesis indexes and found that the photosynthesis of the seedlings of both genotypes was inhibited under salt stress (**Figure 9B**). However, compared with the NGSs, the GSs presented better photosynthesis-related indexes. The chlorophyll content in the GSs was significantly higher than that in the NGSs, and the chlorophyll a/b ratio was significantly lower in the GSs than in the NGSs, especially at 24 h. The *Pn*, *Tr*, *Gs* and *Ci* of the tomato seedlings decreased continuously with the prolongation of NaCl stress. The *Pn* and *Ci* of the GSs were significantly higher than those of the NGS at 24 h. With prolonged NaCl stress time, the chlorophyll fluorescence parameters of both genotypes showed a downwards trend. The parameters of the GSs, such as *F0*, *Fm*, *Fv/F0*, *Fv/Fm*, *Fv’/Fm’*, *φPSII*, *qp*, *ETR* and *1-qp*, were significantly higher than those of the NGSs. However, the *NPQ*, *D* and ***R_fd_*** of the GSs were significantly lower than those of the NGSs.

### Hormone signal transduction pathway DEGs and hormone contents during salinity stress

The ‘plant hormone signal transduction’ KEGG pathway was shown to be enriched in DEGs during almost the whole stress process, and plant hormones have been shown to play vital roles in the abiotic stress response. 

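Of 87 genes of hormone signaling, 84 passed the expression filter. DEGs from 0 h among them numbered 38 (12 upregulated and 26 downregulated), 22 (12 and 10), 33 (22 and 11) and 44 (27 and 17) in the GSs at 12, 24, 48 and 96 h. In the NGSs, they numbered 57 (19 and 38), 49 (21 and 28), 37 (15 and 22) and 49 (26 and 23). Over the list alone, 40, 26, 34 and 46 passed in the GSs and 57, 50, 37 and 49 in the NGSs. The paper picked the 87 genes as DEGs from these same libraries, so these counts do not rest on an independent choice of genes.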

We focused on 87 DEGs enriched in the ‘plant hormone signal transduction’ pathway from 12-96 h (**Figure 10**). The expression of DEGs in the two genotypes was different. 

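Compared directly, none of the 84 genes was a DEG between the GSs and NGSs at 12, 24 or 48 h, over all genes tested or over the list. The log2 differences ranged from -1.47 to 1.01 at 12 h, -1.63 to 1.58 at 24 h and -0.94 to 2.31 at 48 h (n = 3 and 3). The response from 0 h differed between them for 9 genes at 12 h (9 more positive in the GSs), 7 at 24 h (5 more positive and 2 less), 9 at 48 h (8 and 1) and 0 at 96 h, with 11, 8, 12 and 0 over the list.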

In particular, several genes involved in the IAA, ZR, GA, brassinosteroid, and JA pathways, such as those encoding probable indole-3-acetic acid-amido synthetase *GH3.1* (LOC101246970), histidine-containing phosphotransfer protein 1 (LOC101253938), DELLA protein GAI (LOC101265384), xyloglucan endotransglucosylase-hydrolase *XTH3* (LOC543914), probable xyloglucan endotransglucosylase/hydrolase protein 23 (LOC101258345, LOC101258926 and LOC101258632), jasmonate ZIM-domain protein 1 (LOC100134911) and protein TIFY 10b-like (LOC101247936), showed higher levels in the GSs than in the NGSs after exposure to salt. Moreover, the difference in BR signaling pathway genes between the two materials was the most significant. These genes are mainly involved in promoting beneficial hormones involved in stress resistance, which together may be one of the reasons for the increased salt tolerance of the GSs.

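Without a replicate block, none of these 9 genes was a DEG between the GSs and NGSs at 12, 24, 48 or 96 h (lowest adjusted p = 0.191, LOC101258345 at 48 h, log2 difference 2.31, n = 3 and 3). At 48 h, LOC101258632 (2.26), LOC100134911 (1.64), LOC543914 (1.62), LOC101258926 (1.58) and LOC101247936 (1.17) were also higher in the GSs. LOC101246970, LOC101253938 and LOC101265384 differed by -0.31 to 0.36 at the 4 time points. Group means were only 0.243 to 0.963 FPKM for LOC101246970 from 12 to 48 h and 0.300 to 0.613 for LOC101265384 from 24 to 96 h. At such low values, the log2(FPKM + 1) scale understates differences. LOC100134911 was lower in the GSs at 12 h (-1.20) and 24 h (-0.93), LOC543914 and LOC101258926 at 24 h (-0.83 and -0.25) and LOC101247936 at both (-0.18 and -0.66). At 96 h, the 6 genes that were higher by more than 1 log2 unit at 48 h were higher in the GSs by 0.52 (LOC101247936) to 1.19 (LOC101258926). With a replicate block at 12 h (mean correlation of libraries with the same number 0.198), the lowest adjusted p = 0.257, for LOC100134911. With the block at 48 h, this mean correlation was only 0.0656. There LOC101258345, LOC101258632 and LOC101258926 were DEGs (adjusted p = 0.00138, 0.0114 and 0.0240). The response from 0 h to 48 h differed for LOC101258632 (4.07, adjusted p = 0.0201), LOC101258345 (3.66, adjusted p = 0.0174) and LOC100134911 (3.46, adjusted p = 0.0442). At 48 h, LOC101258632 had 25.6 ± 7.61 FPKM in the GSs and 4.75 ± 2.19 in the NGSs, from 0.778 ± 0.857 and 4.93 ± 1.40 at 0 h (mean ± SD, n = 3). LOC101258345, LOC101258926 and LOC101258632 bear the same protein name in the paper. Whether reads were split between them was not examined here, so their values may be uncertain for that reason.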

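The 6 brassinosteroid genes differed between the GSs and NGSs by a median of 0.07 log2 units at 12 h (adjusted p = 0.934 for the set), 0.10 at 24 h (adjusted p = 0.795), 1.60 at 48 h (6 of 6 higher in the GSs, range 0.00 to 2.31, adjusted p = 0.00244) and 0.95 at 96 h (5 of 6, adjusted p = 0.130), with n = 3 and 3. At 48 h, none was a DEG over all genes tested and 4 passed over the list alone. The 6 genes are from the hormone list that the paper picked as DEGs of the same libraries. The p-values of this set therefore do not rest on an independent choice of genes either. The medians of the other classes at 48 h were 0.00 for abscisic acid, 0.08 for auxin, 0.30 for cytokinin, -0.15 for ethylene, 0.62 for gibberellin, 0.68 for jasmonic acid and 0.19 for salicylic acid. From 0 h to 48 h, the median change of the brassinosteroid genes was 3.52 in the GSs and 0.33 in the NGSs. With a pseudocount of 0.1, the difference at 48 h was 1.90 (adjusted p = 0.0401).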

**Figure 10:**
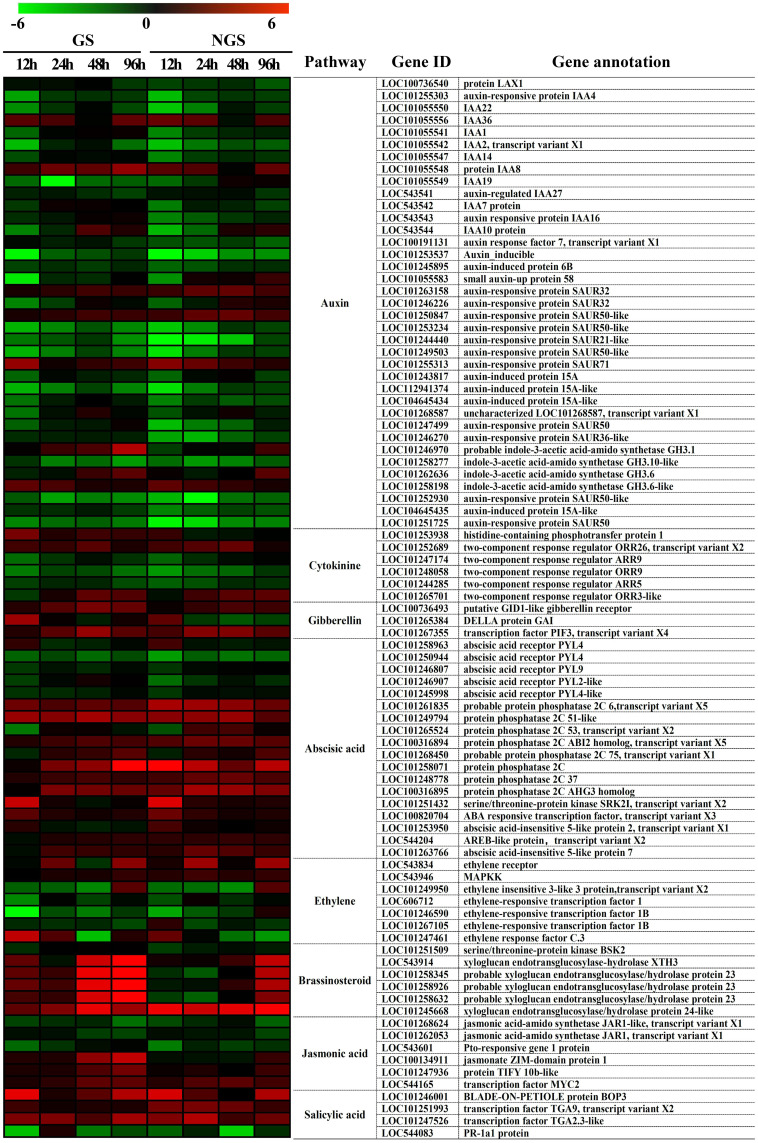
Heatmap of genes involved in hormone signal transduction in GS and NGS at 12 h-96 h after salinity stress. X-axis, samples; Y-axis, differentially expressed gene names with annotations.

We selected two time points with significant gene enrichment to determine leaf hormone contents (**Figure 11**). The hormone change range in the NGSs was larger than that in the GSs. Between the two genotypes, the contents of IAA, ZR, gibberellic acid (GA), BR, methyl jasmonate (MeJA) and SA, which are considered to be positively related to stress tolerance, showed a downwards trend. However, the time points at which the various hormones in the GSs occurred sooner than those in the NGSs. Among them, the BR content decrease of NGSs was greater than that of other hormones, with more than 50%. However, the BR content of GSs decreased by only 15% and 21.3%. The ABA and ETH contents increased, and the increases in the GSs were less drastic than they were in the NGSs. In addition, salt stress also affected the hormone balance in the two types of seedlings. The ratios of IAA, ZR and GA to ABA also decreased significantly in both genotypes, but these decreases were still greater in the NGSs than in the GSs.

**Figure 11:**
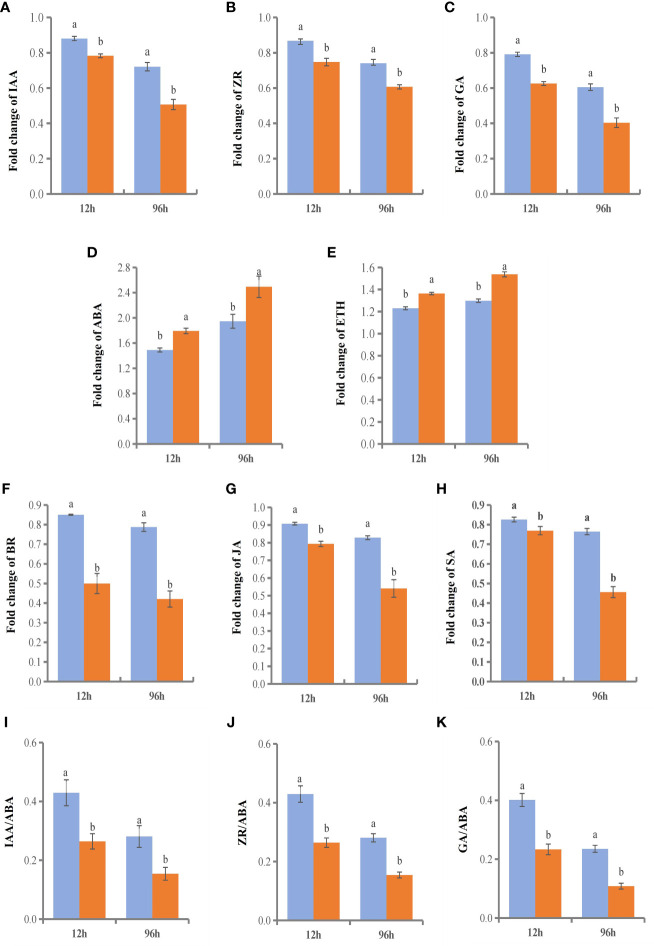
Hormone content and ratio of leaves in GS and NGS at 12 h and 96 h after salinity stress. A-H represents levels of different hormone content. I-K represents the ratio of different hormones.

## Discussion

### Salt-tolerant rootstock grafting inhibits the accumulation of Na^+^ in the leaves

The damage to plant cells and the resulting growth inhibition under salt stress are mainly caused by the excessive absorption and accumulation of Na^+^ (Flowers and Colmer, 2015). Under salt stress, the absorption of Na^+^ by plant roots is significantly increased. Na^+^ is translocated from the roots and stems to the leaves, causing ion toxicity in leaf cells and osmotic stress, which disrupts the structure and function of the membrane system (Tian et al., 2012), causing plants to display obvious salt stress symptoms. The salt tolerance of nonhalophytes mainly depends on the ability of their root system to selectively absorb salt ions and control the transport of those ions into the roots from the soil (Yang et al., 2015). Our previous study showed that the growth potential of GSs is significantly different due to different rootstocks and that the salt tolerance of GSs is mainly determined by the resistance of the root systems of rootstocks (Jia et al., 2020).

The results of the present experiments show that salt stress leads to a gradual increase in Na^+^ content in the two types of tomato seedlings. The Na^+^ content in the leaves of GSs was found to be significantly lower than that in the leaves of NGSs, and the salt stress index of the leaves of NGSs was higher than that of the leaves of GSs. This is because salt-tolerant rootstocks have a strong ability to avoid and reject sodium. Less Na^+^ is absorbed by salt-tolerant roots than by salt-sensitive roots, and more Na^+^ is trapped in the roots to reduce the transport of Na^+^ to the leaves, alleviating the damage caused by salt stress to seedlings. However, which metabolic processes related to the salt stress response are accompanied by rootstocks inhibiting the accumulation of sodium ions on the leaves, thus alleviating the salt stress damage on the leaves?

### GSs stabilize the number of genes expressed and have different expression modes

With the development of molecular biology technology, it has been found that there is a wide range of genetic material exchange and interactions that occur in grafts, including those involving mRNAs, sRNAs, proteins and so forth (Lewsey et al., 2016; Lu et al., 2020; Wang et al., 2020). Transcriptome sequencing of disease-resistant and nondisease-resistant rootstocks in tomato showed that the former were less sensitive to virus-induced injury (Spanò et al., 2020). In the present study, the total number of DEGs in the GSs was significantly lower than that in the NGSs throughout the whole process of salt stress (**Figure 2A**), with ratios equal to 0.72, 0.35, 0.57 and 0.80. Moreover, the variation trend of the expression of DEGs in the GSs and NGSs at the different time points was also different. 

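The ratio of DEGs in the GSs to those in the NGSs was 0.928, 0.607, 0.277, 0.502 and 0.725 at 6, 12, 24, 48 and 96 h. For genes passing the fold change threshold without the FDR, it was 0.945, 0.657, 0.385, 0.561 and 0.754. When both types of seedlings were compared with the mean of the GSs and NGSs at 0 h, it was 1.27, 0.802, 0.602, 1.05 and 1.27.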

The number of DEGs in the GSs was highest at 6 h and decreased to the lowest value at 24 h. However, the number of DEGs in the NGSs decreased gradually after peaking at both 12 h and 24 h. These results indicate that the GS gene response was faster than the NGS gene response and that maintaining the stability of gene expression may underpin the molecular basis for inducing salt tolerance in GSs with salt-tolerant rootstocks.

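The Pearson correlation between the fold changes of the GSs and NGSs over the 20090 genes was 0.773, 0.729, 0.754, 0.610 and 0.766 from 6 to 96 h. The response differed between the GSs and NGSs for 987 genes at 6 h, 1293 at 12 h, 926 at 24 h, 1183 at 48 h and 51 at 96 h (limma, n = 3 in each of 4 groups). An unadjusted p under 0.05 was found for 4764, 5604, 4853, 5227 and 2812. At 0 h, before salt, the GSs and NGSs already differed in 1018 DEGs, 303 higher and 715 lower in the GSs. With a replicate block, that number was 1103 (mean correlation of libraries with the same number 0.121). Among the genes with a different response, the difference between the GSs and NGSs was larger at 0 h than later for 59.7%, 72.4%, 83.0%, 78.8% and 96.1%. From the numbers of DEGs over time, the paper concludes that the GSs responded faster, and it proposes that stable gene expression underlies the salt tolerance of seedlings on tolerant rootstocks.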

Based on the phenotypic and physiological data, we considered the time spanning 6 and 12 h as the initial stage of salt stress, the time spanning 24 h and 48 h as the middle phase of salt stress, and 96 h as the later stage of salt stress. Generally, the change trend of the expression of DEGs in the two types of seedlings at each time point was mainly downwards, especially in the early and middle stages of stress. 

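Upregulated genes made up 44.2%, 47.0%, 30.2%, 61.3% and 67.6% of the DEGs in the GSs from 6 to 96 h, and 39.2%, 37.3%, 37.5%, 42.2% and 49.4% in the NGSs. With the total reads of each library as the scale, the shares were 60.4%, 65.8% and 53.7% in the GSs at 6, 12 and 24 h, and 63.2% in the NGSs at 12 h.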

Photosynthetic pathway gene enrichment mainly occurred during the above two periods. Amino acid metabolic pathways were mainly enriched in the early and late stages of stress, while hormone signal transduction was enriched throughout the whole process of stress. These three pathways are closely related to salt stress, and further studies are necessary.

Previous studies have shown that many important salt tolerance-related genes are directly regulated by transcription factors related to the stress response. *ABI4* in Arabidopsis regulates the expression of the *HKT1* gene (Shkolnik-Inbar et al., 2013). *NAC* transcription factors are induced in response to salt stress and participate in the regulation of salt tolerance-related genes in the root system of pumpkin rootstocks (Cao et al., 2017). The *WRKY* transcription factor family is one of the largest transcription factor families in plants. *WRKY* members participate in the plant response to biotic/abiotic stress, growth and development and are important components of the plant regulatory network (Xu et al., 2016). The three *WRKY* genes selected in this study were *WRKY33A, WRKY7* and *WRKY17. AtWRKY33* controls the formation of an extracellular barrier in Arabidopsis roots by regulating the cytochrome P450 gene, thus improving salt tolerance (Krishnamurthy et al., 2020). *WRKY7* may be involved in the response of rice to bacterial blight (Zheng, 2018), and *WRKY17* regulates osmotic stress and ABA-induced stomatal closure. In addition, *PosF21* plays a positive regulatory role in the ABA signaling pathway, which may be related to salt stress tolerance (Zhong, 2016). Therefore, we speculate that the abovementioned transcription factors are important, and the regulatory mechanism needs to be further verified.

### Leaves of GSs accumulate more amino acids

In addition to inhibiting plant growth, salt stress also causes plants to initiate metabolic changes, in which the osmotic regulation of amino acids plays an important role in improving plant salt tolerance (Zhang et al., 2017). An increase in amino acid content can also improve the adaptability of plants to salt stress. Previous studies have shown that amino acid synthesis is one of the adaptive responses of plants to NaCl stress (Misra and Gupta, 2005). Moreover, previous studies have mostly focused on the relationships between salt stress and total proline and free amino acid contents. The salt tolerance of grafted tomato seedlings can be improved by inducing an increase in the free proline content (Chen et al., 2005). Free amino acids may be important osmotic pressure regulators in the cytoplasm of plant cells, perhaps due to the accumulation of toxic $\text{N}{\text{H}}_{4}^{+}$ in plants under salt stress, and it is possible to increase the tolerance of some plants to salt stress (Xu et al., 2016).

In this study, the contents of 16 main amino acids and 3 metabolic intermediates involved in the tricarboxylic acid (TCA) cycle in the leaves of tomato seedlings under salt stress were analyzed. Although the contents of most amino acids increased, their peak accumulation occurred mainly in the early stage of stress but then decreased slowly. However, in contrast to the KEGG data, this increase in amino acid content continued from the initial stage to the late stage of salt stress. Compared with those of the other amino acids and related compounds, the degree of increase and duration of proline and GABA were higher and longer, which played an important role in alleviating salt stress injury in the grafted tomato seedlings. Moreover, glutamate, which is the precursor of proline and GABA and is an important intermediate of carbon and energy metabolism (Dent et al., 1947), also presented sustained accumulation. However, at the gene level, the two genotypes showed no similar change trend. Only for a few biosynthesis-related genes was the expression level in the GSs higher than that in the NGSs. We speculate that in addition to the increase in the expression level of enzymes related to the amino acid synthesis pathway, GSs may employ other mechanisms to regulate amino acid contents *in vivo*, for example, inhibiting the decomposition of amino acids. The significant increase in multiple amino acids in GS leaves should be the result of improved salt tolerance by grafting. Specifically, it has stronger osmoregulation ability and improves the tolerance to sodium ion stress.

### Photosynthesis of GSs remained relatively stable

In higher plants, PSI and PSII, which are the two different light energy conversion systems on the thylakoid membranes, have their own light harvesting pigment protein complexes. The complex associated with PSI is the light harvesting pigment protein complex LHCI, which is composed of various LHCA antenna protein subunits (Huang et al., 2018). The complex associated with PSII is the light harvesting pigment protein complex LHCII, which is composed of various LHCB antenna protein subunits. LHCII is the most important pigment protein complex; LHCII accounts for nearly 50% of the pigment total content and approximately 1/3 of the protein embedded in the photosynthetic membranes. LHCII plays an important role in the capture, transmission and transformation of light energy (Ruban et al., 2022).

Our research revealed that both types of tomato seedlings presented decreases in chlorophyll content and photosynthetic indicators during the early and middle stages of stress, but the inhibition of photosynthesis of the NGSs was significantly greater than that of the GSs. By comparing the expression of genes involved in the photosynthesis - antenna protein pathway, we found that the expression in the GSs remained relatively stable at 12 hours compared with that of the NGSs, even if the gene level was downregulated. Lhca1 and Lhcb1, the main light harvesting chlorophyll a/b binding proteins composing the photosystems, are the most abundant members of the light harvesting antenna family and play important roles in the capture, transmission and transformation of light energy. We observed that the two genes (chlorophyll A-B binding protein 3A and chlorophyll a/b binding protein precursor) encoding these proteins were upregulated at 12 h, and the expression level in the GSs was significantly higher than that in the NGSs, partly alleviating the damage to PSI and PSII caused by salt stress. We believe that the difference in the photosynthetic response of the two types of seedlings under salt stress is caused by the different salt tolerances of the roots. In addition to that of antenna proteins, maintenance of the homeostasis of the proteins active in photosynthesis in GSs must also rely on the joint action of other relevant genes, and key genes need to be further identified.

### GSs maintain the content of growth-promoting hormones, and some transcription factors may play an important role

Plant hormones are organic trace substances that accumulate in response to specific environmental signals, and at low concentrations, they can regulate plant physiological reactions (Yu et al., 2020). It has been reported that many hormones are involved in the molecular signaling response to salt stress. Plant hormones are classified according to their function in plant growth and in response to stress, with IAA, ZR, GA, BR, and strigolactones (SLs) classified as growth-promoting hormones and ABA, SA, JA and ETH considered stress response hormones (Verma et al., 2016; Shu et al., 2022). Growth-promoting hormones play important roles in maintaining plant growth under salt stress, and ABA and other signaling compounds are also important in the response to stress, as these play roles mainly through signal transduction pathways (Yang and Guo, 2018). We found that the changes in the contents of various hormones under salt stress were in accordance with reported regulatory patterns, with a higher content of growth-promoting hormones in the GSs than in the NGSs and lower ABA and ETH contents. This difference in hormone contents is also one of the reasons why the phenotype of the GSs under salt stress is better than that of the NGSs. Notably, 8 transcription factors were identified that are involved in the GA, ABA, SA, JA and ETH pathways. The expression of transcription factor-encoding genes involved in all of these pathways was significantly upregulated except in the case of ETH-related transcription factors.

Previous studies on hormone responses to salt stress have focused on the ABA signaling pathway (Verslues and Zhu, 2004). There was a significant difference in the expression patterns of different genes involved in the BR pathway between GSs and NGSs in our study, with the xyloglucan endotransglucosylase-hydrolase *XTH3* (LOC543914) and probable xyloglucan endotransglucosylase/hydrolase protein 23 (LOC101258345, LOC101258926, LOC101258632) expression levels in the GSs being significantly higher than those in the NGSs. *Xths* acts on the microfilament-matrix interface during cell elongation (Vissenberg et al., 2005a; Vissenberg et al., 2005b), maintaining the thickness, integrity and strength of the cell wall (Vissenberg et al., 2001; Rose et al., 2002; Jimenez et al., 2006). In *Arabidopsis thaliana*, *XTH* affects the growth of the main roots and stems and participates in light morphogenesis; gene expression is regulated by many plant hormones. The expression of *AtXTH3* and *AtXTH23* is induced by BR signaling (Keuskamp et al., 2011; Song et al., 2018). There are 25 *XTH* genes in the tomato genome. Previous studies on this topic have mainly focused on pectin metabolism (Muñoz-Bertomeu et al., 2013; Tsuchiya et al., 2015); however, little attention has been given to its relation to stress. The results of our study suggested that the upregulation of several *Xth* genes in the leaves of grafted tomato seedlings increased BR signal transduction. These findings provide a new idea for the mechanism underlying the salt tolerance of grafted tomato.

## Conclusion

In summary, the leaves of tomato seedlings grafted with salt tolerant rootstocks obtained higher salt tolerance than before grafting. At the transcriptional level, GS leaves showed a more stable pattern of gene expression changes under salt stress. The differences in leaf genes between the two types of seedlings mainly focus on pathways such as amino acid synthesis, photosynthetic antenna proteins, and hormone signal transduction. Among them, transcription factors such as WRKY, PosF21, and XTH are the most significant in the BR signaling pathway. The tolerance of grafted seedlings to salt stress may be due to the synergistic effect of the entire regulatory network, including the physiological regulatory mechanisms, amino acids, various TFs, and hormones of grafted seedlings of tomato salt tolerant rootstocks (**Figure 12**). It is certain that grafting on salt tolerant rootstocks can bring different metabolic processes and transcriptional level changes to the scion leaves, thereby making the scion leaves show stronger salt tolerance. Further comprehensive research is needed to further verify the role of key genes in metabolism.

**Figure 12:**
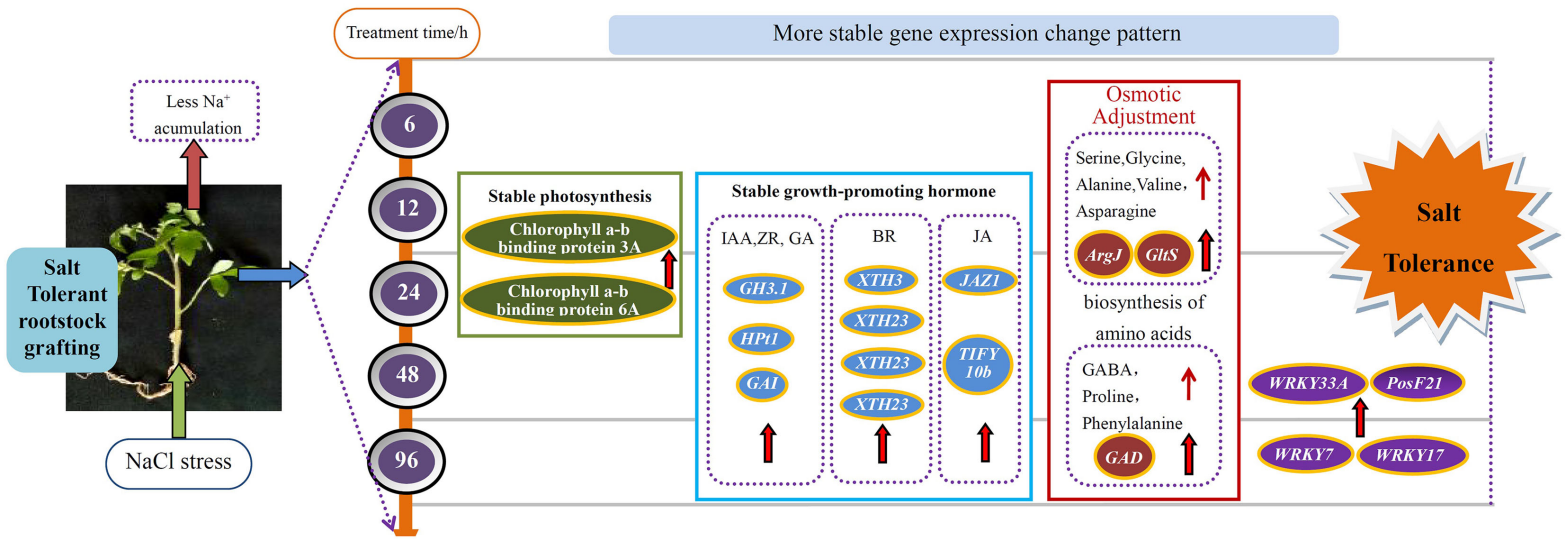
A model for mechanisms underlying the enhanced salt tolerance of grafted tomato.

## Data availability statement

The data presented in the study are deposited in NCBI, accession number GSE233233.

## Author contributions

XW and HG conceived and designed the research. XW, XB, RH, and DY conducted the experiments. GL, BG, JL, and SL contributed new reagents and analytical tools. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

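The authors isolated leaf RNA, sequenced it on an Illumina HiSeq instrument, removed adapters and low-quality reads and mapped the rest to the tomato genome with HISAT. The authors called DEGs with their own run of DESeq 1.10.1 at a |log2 fold change| of at least 1 and an FDR under 0.05. The FPKM values used here were made by the authors and are used as deposited, for 32246 genes in 36 libraries. The counting program, the annotation release, the strandedness and the unit of the values are not stated in the text of the paper.

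Each FPKM value is a number of reads over the length of the gene and a denominator that is common to the library, and the reads, lengths and denominators were recovered from the values. In a simulation with known reads, every read count was recovered exactly for 26510 of 26990 genes (98.2%). The recovered reads were used for library totals, thinning, the totals as a scale and voom, and the tests used the deposited FPKM. The denominators equal median-of-ratios size factors, computed over 18964 genes, times a constant. A repeat of that scaling therefore leaves all results unchanged and was not run as an alternative.

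The design written before the values were seen expected read counts and listed a test of counts first, with limma on log2(FPKM + 1) if the file held FPKM. The second was used, and the alternatives written for read counts were not run. Genes with an FPKM of at least 1 in at least 3 libraries (20090) were fitted with limma (lmFit, eBayes with a trend) to 12 group means, and p was adjusted by Benjamini and Hochberg within each of 21 comparisons. These were each time point against 0 h in the GSs and in the NGSs, the GSs against the NGSs at each time point, and the difference between the responses. Gene sets were tested with fry, a rotation test of limma, with p adjusted over 12 set tests. In simulated data with a log2 fold change of 2 in 200 genes, 171 of the 200 (85.5%) were called, none in the wrong direction, with 2 calls among 18291 unchanged genes. The simulated noise was independent for each gene and library. Real libraries of the GSs and NGSs with the same number deviated together at 6 h (mean correlation 0.321). The low number of false calls may therefore not carry over to the real data.

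The pairing of libraries comes from the replicate numbers in their labels, which only the GSs and NGSs at the same time point, and 6 h and 0 h, have in common. The same number in both does not make the seedlings the same, so the correlation of the residuals of libraries with the same number was computed first. The replicate block was added as an alternative only.

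Genes were chosen for mention before their values were seen, except LOC544123, which is named for its FPKM. The others are the 20 genes that the paper names by identifier in its results, and up to 5 genes with the largest difference between the GSs and NGSs among those called in the same direction at all 6 time points, of which there were 0. Genes listed in Figs. 5 to 10 are given as counts and ranges, with p adjusted over all genes tested and over the list. The reference table of 28942 identifiers gives symbols for 2941 of them and no descriptions or pathways, so pathway enrichment, ribosome, DNA replication and circadian genes were not analysed here. Its assembly differs from that of the authors, and no coordinates were used.

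Scripts ran in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, with a fixed seed.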

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

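The splits of the libraries were set before the results were seen. The tests of the 0 h difference (depth, scaling, a library left out, batch, and its direction) were chosen only after the result was seen.

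The response to salt differed between the GSs and NGSs for 987 genes at 6 h, 1293 at 12 h, 926 at 24 h, 1183 at 48 h and 51 at 96 h. The paper compares the numbers of DEGs but does not test this difference. When the seedling labels were permuted within both time points, a split gave as many genes in 2 of 32 splits at 6 h, 2 at 12 h, 1 at 24 h, 1 at 48 h and 8 at 96 h, the real split included. The highest count of another split was 2133, 1378, 687, 1050 and 800. Some of the 32 splits keep the real labels at 1 of the 2 time points, or swap all of them there. Such splits still hold a difference between the GSs and NGSs. At 6, 12 and 96 h, they therefore cannot tell whether a division without regard to grafting gives as many genes. At 24 and 48 h, only the real split of the 32 reached its count. In 48 further splits that part fewer libraries with the same number, 2, 0, 1, 0 and 3 gave as many.

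The median difference in the response of the 24 antenna genes at 12 h was 1.77 log2 units, with 24 of 24 genes higher in the GSs (adjusted p = 0.0416, between 0.0309 and 1.00 over the alternatives, and at most 0.0485 without the over-representation test, which a set with 1 DEG had no means to pass). With a library left out, this result was weaker in 8 of 12 fits (adjusted p between 0.0186 and 0.142 over the fits). As many as 3 of 32 splits, the real one included, and 3 of 48 further splits gave a median as large. Some of these splits keep the real labels at 12 h, or swap all of them, and so hold the whole difference at 12 h. They cannot tell whether an accidental division of the libraries could give such a median.

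At 48 h, the response differed for LOC101258345 (3.66), LOC101258632 (4.07) and LOC100134911 (3.46), with 0 of these called in the direct comparison of the GSs and NGSs at 48 h. The first 2 bear the same protein name, and how the authors counted reads common to them was not analysed here.

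The paper does not report the comparison of the GSs and NGSs at 0 h, which gave 1018 DEGs, 303 higher and 715 lower in the GSs. The real split was the 1 of 4 splits as large, which is the lowest share that 4 splits allow and cannot tell. This count is above those from 12 h on (at most 10). Whether it is above that at 6 h (883) depends on the libraries, as with a library left out it was between 600 and 1154 at 0 h and between 181 and 1304 at 6 h. Library depth, for which the NGS libraries at 0 h are the smallest, gave 1031 DEGs after thinning, of which the explanation predicted a fall. The scaling by the authors, replaced by library totals, gave 944, but the totals move the median of all genes in this comparison only from -0.0162 to -0.0374, which is a weak test of the scaling. Without any 1 of the 6 libraries, the lowest count was 600. The labels and the paper give 0 dates or batches, so a batch of harvest or library preparation cannot be told apart from a difference between the seedlings before salt.

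The genes that differ at 0 h lie in the direction of the NGS response to salt. Of the 1000 genes with the largest difference between the GSs and an NGS library at 0 h, 83.2% changed in the same direction in the NGSs at 24 h (range 74.1 to 88.0), with the other 2 NGS libraries as the control. After thinning, this was 82.9%, and with library totals 83.0%. The libraries common to both differences and the depth do not account for this share. Library totals moved the median of all genes in the NGSs from 0.0224 to 0.173 at 24 h and from 0.00142 to 0.371 at 12 h. The share at 12 h was 78.0% with them, against 79.1% in the main fit. These shares argue against the scaling of the salt response as their source. The scaling at 0 h is only weakly tested, as the totals hardly alter that comparison, and a batch (0 dates given) is not tested. As a hypothesis, the GSs may be nearer to the salt-treated state before salt. This cannot be told here from an effect of a batch or of the scaling at 0 h.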

How the results depend on the processing

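The alternatives were set before the data were examined, except library totals as the scale and voom on the recovered reads, which were chosen only after the results were seen. The cause was not tested where a result moved. The alternatives for read counts were not run because the values are FPKM (TMM normalization, a Wald test of counts on all 36 samples and on the 6 of a comparison), nor was RLE, which is the scaling the values already carry, and neither were the sets of ribosome, photosynthesis, DNA replication and circadian genes, for which no descriptions were at hand.

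With the FDR alone, DEGs from 0 h were 8739, 6758, 3111, 5035 and 5754 in the GSs (main 4673, 3286, 1455, 2333 and 2727) and 9656, 10312, 10502, 9638 and 8091 in the NGSs (main 5037, 5411, 5254, 4649 and 3761). DEGs between the GSs and NGSs were 2808 at 0 h and 1657 at 6 h (main 1018 and 883). Core DEGs were 335 in the GSs, 2881 in the NGSs and 188 in both (main 157, 1158 and 74), and DEGs in common 5850, 4895, 2624, 3523 and 3876 (main 2869, 2285, 1209, 1334 and 1727).

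With an FDR below 0.01, the GSs at 24 h had 822 DEGs, and the GSs against the NGSs 522 at 0 h, 282 at 6 h, 2 at 12 h, 1 at 24 h and 1 at 48 h (main 9, 5 and 10 at the last 3). Genes with a different response were 297, 287, 237, 284 and 18 (main 987, 1293, 926, 1183 and 51), core DEGs 62 in the GSs and 38 in both, and DEGs in common at 24 h 708.

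With a pseudocount of 0.1, DEGs between the GSs and NGSs were 3 at 12 h, 22 at 24 h, 0 at 48 h (2226 at an unadjusted p under 0.05) and 0 at 96 h (833), and genes with a different response at 96 h 11. At 0 h, 43.7% were higher in the GSs (main 29.8%). With no filter on low values, DEGs between the GSs and NGSs at 24 h were 3.

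Thinned to the smallest library, DEGs between the GSs and NGSs were 9 at 24 h, 2 at 48 h and 1 at 96 h (main 5, 10 and 2). Of the 4673 DEGs of the GSs at 6 h, 4538 were also called after thinning, and of the 1455 at 24 h, 1388.

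With only the samples compared in the fit, DEGs were 381 in the GSs at 24 h and 550 for the GSs against the NGSs at 0 h. They were 0 for the GSs against the NGSs at 6 h (4450 at an unadjusted p under 0.05), 0 at 12 h (2965), 0 at 24 h (1579), 0 at 48 h (2601) and 0 at 96 h (1266). Genes with a different response were 350 at 6 h, 337 at 24 h and 105 at 96 h, core DEGs 82 in the GSs and 28 in both, and DEGs in common at 24 h 286. The antenna genes of the GSs at 12 h were weaker, at the same median of -1.25 (adjusted p = 0.0728, between 5.18e-07 and 0.0728 over the alternatives).

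With the replicate block, libraries with the same number had a mean correlation of 0.0831 at 24 h, 0.0656 at 48 h, -0.0772 at 96 h and 0.0377 for the NGSs at 0 and 6 h. DEGs between the GSs and NGSs were 1 at 12 h, 0 at 24 h (2519 at an unadjusted p under 0.05), 87 at 48 h and 2 at 96 h, and DEGs of the NGSs at 6 h 5046. The antenna genes at 24 h had a median of 0.69 (adjusted p = 0.382, between 0.197 and 1.00 over the alternatives). The brassinosteroid genes had 1.60 at 48 h (adjusted p = 2.61e-05, between 2.61e-05 and 1.00) and 0.95 at 96 h (stronger, adjusted p = 0.00698, between 0.00698 and 1.00).

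With the common 0 h control, the GSs at 24 h had 2490 DEGs, and of the DEGs of the NGSs at 96 h 60.2% were upregulated (main 49.4%).

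With the over-representation test, the antenna genes at 12 h (GSs against NGSs 1.68, difference in response 1.77) and the brassinosteroid genes at 48 h (1.60) each had an adjusted p = 1.00 (lowest over the alternatives 0.00705, 0.0309 and 2.61e-05). These sets hold 0, 1 and 0 DEGs over all genes tested, so this test had no means to pass and says nothing about them. The 1.00 in the other ranges given for sets also comes from this test. Without it, the highest adjusted p was 0.0162 and 0.0485 for the antenna genes. With members of a mean log2 CPM of at least 3, the brassinosteroid genes at 48 h had 0.00211 (adjusted p = 0.986), but this leaves 1 of the 6 genes and is no test of the set. Without either, the highest adjusted p at 48 h was 0.0401.

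With library totals as the scale, DEGs between the GSs and NGSs were 5 at 12 h, 18 at 24 h and 1 at 48 h, and genes with a different response at 96 h 32. The median of all genes moved to 0.25, 0.23 and 0.20 in the GSs at 6, 12 and 24 h, 0.10, 0.37 and 0.17 in the NGSs, -0.16 for the GSs against the NGSs at 12 h, and 0.14 and -0.11 for the difference in response at 6 and 12 h. Upregulated DEGs were 60.4%, 65.8% and 53.7% in the GSs (main 44.2%, 47.0% and 30.2%), 63.2% and 49.9% in the NGSs at 12 and 24 h (main 37.3% and 37.5%). DEGs higher in the GSs than in the NGSs were 59.9% at 6 h and 66.7% at 24 h (main 45.2% and 40.0%), and for the difference in response 68.9% and 59.1% at 6 and 12 h (main 49.3% and 75.9%) and 24 of 32 genes at 96 h (main 45 of 51).

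With voom on the recovered reads, DEGs between the GSs and NGSs were 15 at 12 h, 30 at 24 h, 0 at 48 h (2039 at an unadjusted p under 0.05) and 0 at 96 h (796). Genes with a different response were 788 at 48 h and 5 at 96 h, and the brassinosteroid genes at 96 h had 0.97 (stronger, adjusted p = 0.0229, between 0.00698 and 1.00 over the alternatives).

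The lowest R2 between replicates was 0.857 with log2(FPKM + 1) over the genes tested and 0.527 on untransformed values.

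Of 673 comparisons of named genes with an alternative, 636 were the same, 14 weaker, 15 stronger and 8 reversed. Reversed were LOC101246970 in GS vs NGS at 48 h with pseudocount 0.1 (0.16) and voom on the recovered reads (0.21), LOC543914 in GS vs NGS at 12 h with pseudocount 0.1 (-0.23), thinned to the smallest library (-0.0651), with library totals (-0.0701) and voom (-0.16), LOC101253380 in GS 12 h vs 0 h with library totals (0.28) and LOC101253938 in GS vs NGS at 12 h with library totals (-0.0612).

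Without each replicate in turn, the lowest and highest DEG counts were 559 to 1822 for the GSs at 24 h, and 600 to 1154, 181 to 1304, 0 to 270, 0 to 98, 1 to 118 and 1 to 28 for the GSs against the NGSs from 0 to 96 h (at the counts of 0, between 1349 and 2060 genes had an unadjusted p under 0.05). Genes with a different response were 471 to 1449, 538 to 2034, 441 to 1237, 319 to 1509 and 21 to 195, core DEGs 51 to 185 in the GSs and 30 to 85 in both, and DEGs in common at 24 h 482 to 1458. The antenna genes of the GSs at 12 h had -1.71 to -0.85 (adjusted p between 0.00596 and 0.116) and the difference in response at 12 h 1.39 to 2.11 (adjusted p between 0.0186 and 0.142). The brassinosteroid genes had -0.58 to 0.78 at 12 h and -0.0621 to 0.31 at 24 h.

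Of 678 comparisons of named genes without a replicate, 591 were the same, 42 weaker, 8 stronger and 37 reversed. The ranges of those with a reversal are LOC101265059 -0.0283 to 0.55 for the difference in response at 24 h, LOC101254281 -0.49 to 0.13 for that at 12 h, and LOC101253380 -0.57 to 0.55 in the GSs at 12 h. For the GSs against the NGSs at 12 h, they are LOC101253938 -0.51 to 0.47, LOC101265384 -0.39 to 0.12, LOC543914 -0.96 to 0.84, LOC101258345 -0.64 to 0.72, LOC101258926 -0.63 to 0.86, LOC101258632 -0.53 to 1.15 and LOC101247936 -0.56 to 0.34. At 24 h, LOC101253938 -0.60 to 0.0834, LOC101265384 -0.21 to 0.0698 and LOC101258926 -0.59 to 0.31. At 48 h, LOC101246970 -0.26 to 0.36, LOC101253938 -0.21 to 0.37 and LOC101265384 -0.18 to 0.0253. At 96 h, LOC101253938 -0.48 to 0.22 and LOC101265384 -0.00435 to 0.15.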

Differences from the paper's values

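The values chosen only after the result was seen are those with library totals as the scale and with voom.

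For the GSs at 12 h, the paper gives 5141 DEGs and the values here give 3286. Of the alternatives set before the data were examined, a pseudocount of 0.1 (4162), the FDR alone (6758) and a common 0 h control (3778) lie within 1.5 times the paper's value, as the margin used here, and the others do not. With library totals the count was 3607 and with voom 3985, both chosen after seeing the values and both within the margin.

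For the GSs at 24 h, the paper gives 2441 DEGs against 1455 here. A pseudocount of 0.1 (1787), the FDR alone (3111), a common 0 h control (2490) and leaving out GS replicate 2 at 0 h (1822) or GS replicate 7 at 24 h (1649) lie within the margin, and the other alternatives set before the data were examined do not.

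For the GSs at 48 h, the paper gives 3688 DEGs against 2333 here. A pseudocount of 0.1 (2895), the FDR alone (5035) and a common 0 h control (3292) lie within the margin and the other alternatives set before the data were examined do not. With voom, chosen after seeing the values, the count of 2591 is also within it.

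The paper gives 154 core DEGs against 74 here, of which 67 are in the paper's list. The FDR alone (188) lies within the margin and no other alternative does. For the GSs alone, the paper shows about 390 genes at all time points (Fig. 1B, read by eye) against 157 here, and again only the FDR alone (335) lies within the margin.

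DEGs common to the GSs and NGSs number about 1900 at 24 h in the paper (Fig. 1C, read by eye) against 1209 here. A pseudocount of 0.1 (1478), the FDR alone (2624) and leaving out GS replicate 2 at 0 h (1458) or GS replicate 7 at 24 h (1311) lie within the margin, and the other alternatives set before the data were examined do not. With voom, chosen after seeing the values, the count was 1336, also within it. At 48 h, the paper shows about 2100 (Fig. 1C, read by eye) against 1334 here. A pseudocount of 0.1 (1693) lies within the margin and the other alternatives set before the data were examined do not, and voom (1481), chosen after seeing the values, does.

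The paper describes the antenna genes as higher in the GSs than in the NGSs, and here they were higher at 12, 24 and 48 h and lower at 6 h (median -1.92), and at 96 h 9 were higher and 15 lower (median -0.10). With library totals as the scale, 3 were higher and 21 lower at 96 h (median -0.20, and -0.0757 for all genes). The gene of protein 3A is described as increased in the GSs at 12 h, and here its change did not pass the thresholds (0.62). The genes of protein 6A and of the precursor are described as significantly higher in the GSs at 12 h, and here neither was a DEG (1.74 and 1.42).

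The paper describes 9 named hormone genes as higher in the GSs than in the NGSs. Here none passed the thresholds at 12, 24, 48 or 96 h, and LOC100134911 was lower in the GSs at 12 h (-1.20). With the replicate numbers as a replicate block, LOC101258345 (2.31, adjusted p = 0.00138), LOC101258926 (1.58, adjusted p = 0.0240) and LOC101258632 (2.26, adjusted p = 0.0114) were DEGs at 48 h. The changes of LOC101265059, LOC101254281 and LOC101247506 from 12 to 48 h are described as higher in the GSs. Here the signed change was higher in the GSs for 8 of the 9 combinations of gene and time point and the absolute change for 1. No difference in response passed the thresholds, except for LOC101247506 at 48 h when only the libraries compared were fitted (1.77, adjusted p = 0.0476) and in 2 of 12 fits without a replicate.

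The paper describes the trend of the DEGs in both types of seedlings as generally downwards, most of all in the early and middle stages. Here upregulated genes made up 61.3% in the GSs at 48 h, a time point that it places in the middle stage. Its enrichment between the GSs and NGSs at the same time point rests on DEGs. Of these, 883, 9, 5, 10 and 2 were found here at 6, 12, 24, 48 and 96 h. The counts depended on the processing, with 0 at 6 h when only the libraries compared were fitted and 87 at 48 h with the replicate block. With a library left out, the count at 12 h was 0 to 270.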

Other observations

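The first tests of the lower number of DEGs in the GSs at 24 h (depth, spread, the 0 h state) and all splits were chosen before the results were seen. The common control at the other time points, the time of day and the scaling of the NGSs at 12 h were tested only after the result was seen.

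The GSs had 0.277 times as many DEGs as the NGSs at 24 h. After thinning of all libraries to the same depth, the ratio was 0.274, and among genes past the fold change threshold without a test it was 0.385, so neither depth nor a wider spread between GS replicates explains it. With a common 0 h control, the ratio rose to 0.602 and stayed under the 0.8 that the explanation by different 0 h states had predicted, so the 0 h state may account for part of it.

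At the other time points, the common control gave ratios of 1.27 at 6 h, 0.802 at 12 h, 1.05 at 48 h and 1.27 at 96 h. At 48 and 96 h, this is in line with the different 0 h states as the reason for fewer DEGs in the GSs. At 12 h, the GSs still had fewer (3778 against 4712), so the 0 h state may account for part of the gap, and at 6 h it cannot be told, since the ratio was already 0.928. With this control, 3590 DEGs in the GSs and 2834 in the NGSs were found at 96 h.

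All 12 libraries of 6 and 12 h lay beyond the other 24 on the first principal component. The paper gives a morning hour for sampling and not the hour of each time point. If 0 h was at that hour, 6 and 12 h fell at other hours of the day than 24, 48 and 96 h. With 0 unstressed libraries after 0 h, the time of day cannot be told from salt for these 12 libraries.

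Downregulated genes prevailed at 12 h in the NGSs (37.3% upregulated), and with library totals as the scale 63.2% were upregulated. Library totals move the fold changes of the genes together (median of all genes 0.37), so this change of share is built in. Which of the scalings is nearer to the true amounts cannot be told here.

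Other splits of the same libraries were fitted for each count and set. For the counts from 0 h, only the real split, 1 of 10 splits (1 of 4 at 6 h), was as large in the GSs and in the NGSs, and with so few splits no lower share was possible. The other splits gave at most 118 DEGs, against 1455 to 5411 for the real ones. They mix salt and 0 h libraries within a group, which widens the spread of each gene that responds. Low counts there are thus partly built in and do not measure how many DEGs an accidental division would give. For the GSs against the NGSs, it was 1 of 4 splits at 0, 6, 12, 48 and 96 h and 3 of 4 at 24 h. Of 6 further splits that part fewer libraries with the same number, 1 was as large at 12 h (122 DEGs against 9), 1 at 24 h, 2 at 96 h and 0 at 0, 6 and 48 h. For the antenna genes, 2 of 10 splits were as large for the GSs from 0 h to 12 h, 1 of 10 for the NGSs at 12 h and for both at 24 h, and 1 of 4 for the GSs against the NGSs at 12 and at 24 h, with 0 of 6 further splits at 12 h and 3 of 6 at 24 h (highest 1.21 against 0.69). The difference in their response at 24 h was reached by 9 of 32 splits and 15 of 48 further splits. Some of these keep the real labels at 24 h, or swap all of them. They therefore cannot tell whether this difference is an accident of the division. For the brassinosteroid genes, 3 of 4 splits were as large at 12 h, 4 of 4 at 24 h, 1 of 4 at 48 h and 1 of 4 at 96 h, and of the 6 further splits 5, 5, 0 and 0.

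LOC544123, named here after the values were seen, was the gene with the highest FPKM, with 89344, 50147 and 40455 in the GSs at 6 h (12.9%, 7.13% and 5.85% of the FPKM of the library). The reference table gives it the symbol PR1b1.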
